# Claudin5 protects the peripheral endothelial barrier in an organ and vessel-type-specific manner

**DOI:** 10.7554/eLife.78517

**Published:** 2022-07-21

**Authors:** Mark Richards, Emmanuel Nwadozi, Sagnik Pal, Pernilla Martinsson, Mika Kaakinen, Marleen Gloger, Elin Sjöberg, Katarzyna Koltowska, Christer Betsholtz, Lauri Eklund, Sofia Nordling, Lena Claesson-Welsh

**Keywords:** endothelial cell, vascular permeability, organotypicity, Claudin 5, Mouse

## Abstract

Dysfunctional and leaky blood vessels resulting from disruption of the endothelial cell (EC) barrier accompanies numerous diseases. The EC barrier is established through endothelial cell tight and adherens junctions. However, the expression pattern and precise contribution of different junctional proteins to the EC barrier is poorly understood. Here, we focus on organs with continuous endothelium to identify structural and functional in vivo characteristics of the EC barrier. Assembly of multiple single-cell RNAseq datasets into a single integrated database revealed the variability and commonalities of EC barrier patterning. Across tissues, Claudin5 exhibited diminishing expression along the arteriovenous axis, correlating with EC barrier integrity. Functional analysis identified tissue-specific differences in leakage properties and response to the leakage agonist histamine. Loss of Claudin5 enhanced histamine-induced leakage in an organotypic and vessel type-specific manner in an inducible, EC-specific, knock-out mouse. Mechanistically, Claudin5 loss left junction ultrastructure unaffected but altered its composition, with concomitant loss of zonula occludens-1 and upregulation of VE-Cadherin expression. These findings uncover the organ-specific organisation of the EC barrier and distinct importance of Claudin5 in different vascular beds, providing insights to modify EC barrier stability in a targeted, organ-specific manner.

## Introduction

Blood vessel dysfunction is a hallmark and contributing factor to the progression of numerous pathologies including solid tumours, ischemic diseases and inflammatory conditions (Lee et al., 2007; Burke and Miles, 1958; Hashizume et al., 2000). In such pathologies, local concentrations of inflammatory cytokines and growth factors are increased, leading to weakening of the endothelial cell (EC) barrier, a regulatable interface between circulating blood and the surrounding tissue environment (Senger et al., 1983; Miles and Miles, 1952; Palade et al., 1979). Loss of EC barrier integrity in-turn leads to enhanced molecular and cellular passage across the endothelium resulting in edema, tissue damage, atrophy, and disease progression (Wu et al., 2014; Fleckenstein et al., 2018). EC barrier integrity is mediated primarily by adherens junctions (AJs) and tight junctions (TJs), composed of transmembrane proteins forming intercellular interactions that bridge adjacent EC membranes (Corada et al., 1999; Claesson-Welsh et al., 2021). These transmembrane proteins also associate with intracellular scaffolding and signaling proteins, as well as the cytoskeleton, which regulate their localisation and stability. The composition and organisation of AJs and TJs thus determines the relative strictness and regulatable nature of the EC barrier.

AJs are ubiquitously distributed throughout the vascular system in all vessel subtypes (arterial, capillary, and venous) and consist of the largely endothelial-specific transmembrane protein vascular endothelial (VE)-Cadherin, which forms homophilic interactions between cells and associates intracellularly with the actin cytoskeleton via several members of the catenin family (Bazzoni and Dejana, 2004). VE-cadherin-catenin interactions are highly regulated by their phosphorylation status, which modulates AJ stability and integrity of junctions (Smith et al., 2020; Eliceiri et al., 1999; Orsenigo et al., 2012).

TJs are also ubiquitously distributed but are in comparison relatively less well defined, and their composition and localisation appear more heterogeneous in comparison to AJs. Numerous transmembrane proteins are associated with TJs, including members of the claudin family, the tight junction-associated MARVEL proteins, such as Occludin, the junction-associated molecule (JAM) family, and endothelial-cell selective adhesion molecule (ESAM) (Greene et al., 2019; Nasdala et al., 2002; Martìn-Padura et al., 1998; Raleigh et al., 2010). With few exceptions, TJ proteins are broadly expressed and not unique to vascular ECs. Similar to AJs, TJ proteins exist in homophilic complexes between adjacent ECs, as well as with intracellular scaffolding proteins including members of the zonula occludens (ZO) family and Cingulin (Stevenson et al., 1986; Schossleitner et al., 2016). The relative proportion of these proteins within junctions is believed to influence barrier strictness, however little is known about the actual composition of TJs and how each component contributes to EC barrier integrity, particularly in vivo.

Of the TJ proteins, Claudin5 is the best studied regarding its contribution to EC barrier integrity. Claudin5 is highly expressed in the brain vasculature and is an important component of the blood brain barrier (BBB) and blood retinal barrier (BRB) where it is responsible for restricting the passage of small molecules (Daneman et al., 2010). Consequently, constitutive *Cldn5* knock-out in mice results in aberrant BBB permeability and death 10 hours after birth (Nitta et al., 2003). Furthermore, downregulation of Claudin5 expression, and subsequent enhanced EC permeability, is associated with neurological disorders such as multiple sclerosis, stroke, epilepsy and schizophrenia (Alvarez et al., 2011; Knowland et al., 2014; Yan et al., 2018; Sun et al., 2004). Outside of the CNS, Claudin5 is expressed in ECs to a lower degree, as are other TJ proteins such as Occludin (Scalise et al., 2021). Consequently, non-CNS blood vessels have a more permeable EC barrier, although EC permeability also differs greatly between these peripheral tissues and is inherently linked to organ-specific function (Richards et al., 2021; Augustin and Koh, 2017). Furthermore, EC barrier integrity differs between vessel subtypes within these vascular beds (McDonald, 1994; Honkura et al., 2018). Typically, the arteriolar aspect of the vasculature is more resistant to EC barrier disruption than the venular side. Interestingly, at least in the mouse ear dermis, EC barrier integrity correlates with Claudin5 expression, which is evident in arterioles but progressively diminishes in capillaries and venules (Honkura et al., 2018). The expression pattern of Claudin5 in different vessel subtypes is however poorly understood in tissues outside the CNS, as is the arrangement and differential impact of other TJ proteins on EC barrier integrity. An important goal in clinical medicine is to suppress disease progression by dampening vascular leakage; on the other hand, improved drug delivery across the EC barrier would improve the outcome in a range of diseases. Therefore, better understanding of EC barrier composition will enable the development of tools to both open and close the barrier at will.

In this study, analysis of single-cell RNAseq (scRNAseq) datasets from multiple peripheral vascular beds demonstrates that in general, EC junction proteins have a similar distribution in tissues with a continuous endothelium, although with subtle variability in TJ patterning. In all tissues examined here; ear skin, back skin, trachea, skeletal muscle and heart, *Cldn5* exhibits decreasing expression along the arteriovenous axis. We show that *Cldn5* expression inversely correlates with histamine-induced vascular leakage, although precise patterning exhibits tissue-specific variability. Moreover, analysis of Claudin5 function in adult mice using an inducible, endothelial-specific, knock-out mouse shows organotypic differences, with weakening of the EC barrier occurring to different degrees. Ultrastructurally, loss of Claudin5 has no effect on EC junction organisation but leads to changes in the expression of other junction proteins including VE-Cadherin, ZO-1, and Occludin. Together, these data uncover the organotypic heterogeneity that exists in the organisation of EC junctions and the importance of TJ components for general EC barrier integrity.

## Results

### Patterning of the EC barrier at the single-cell level

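Dermal blood vascular endothelial cells (BECs) of the mouse ear were profiled by Smart-seq2, a plate-based method in which each well receives a single sorted cell and reads are counted without molecular identifiers. CD31+/CD45-/Lyve1- cells of wild-type female C57BL/6J mice were sorted into 4 plates of 384 wells, which form 2 replicates of 2 plates each (plates A and B). The paper gives the age of the mice as 8 to 16 weeks and the labels of the samples give 12 to 26 weeks. The authors aligned the reads to mm10, removed duplicated reads and deposited the number of reads counted on each of 46517 genes and 92 spike-in sequences in every well, without normalization and without removing wells. On genes, 74739095 and 63091443 reads were counted on plates A and B of replicate 1, and 31864976 and 35546726 reads on plates A and B of replicate 2. Median reads per well were 182926 and 142086.5 on the plates of replicate 1, with a range of 6697 to 827686 over both, and 42539.5 and 40324 on those of replicate 2, with a range of 1143 to 569668. Spike-in sequences took more than 20% of the reads in 79 and 78 wells on plates A and B of replicate 2. On either plate of replicate 1 this held for 0 wells. Some wells of replicate 2 may thus have held little RNA, and the filters set no limit on this share.
Wells were kept by the paper's limits on total count and number of expressed genes, by at least 1 read of at least 2 of the 3 genes *Pecam1*, *Cdh5* and *Kdr*, and by fewer than 10 CPM (counts scaled to the total of the well) of each of the 5 non-BEC genes the paper lists. These rules, the tests and the lists of junction genes, permeability-related genes and markers were fixed before the data were examined. They kept 18 of 768 wells of replicate 1 and 229 of 768 wells of replicate 2, so that every value for replicate 1 rests on few cells. For this reason a filter at 100 CPM and another at 300 CPM were added after the kept wells, the distribution of the 5 non-BEC genes and a trial clustering at 100 CPM with its *Cldn5* levels had been seen. Values under the added filters are given second and always named as such. Counts were summed per replicate and class of BECs, since cells of one pool are not replicates, and the sums were compared with edgeR's quasi-likelihood test with the replicate as a block. The test in effect shared its estimate of the spread between genes. Its p-values and standard errors therefore do not carry a gene's own spread between replicates. Where a percentage of wells is given with an interval, it is the exact binomial 95% interval. For a gene with no read, the share that a count of 0 allows is given instead as 3 wells of the total, and both cover counting error only.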

The organotypic properties of EC junctions were first addressed by exploring the expression profiles of junctional genes in publicly available murine scRNAseq datasets of heart, skeletal muscle and tracheal blood vascular ECs (BECs) (Kalucka et al., 2020; Tabula Muris Consortium, 2020) in combination with newly generated scRNAseq data of mouse dermal BECs (Figure 1—figure supplement 1). In order to ensure maximum comparability between vessel subsets (i.e. arterial, capillary, and venous) in different organs, these datasets were integrated using mutual nearest neighbor (MNN) alignment to correct for differences between similar populations, followed by trajectory inference using the tSpace algorithm (Figure 1A; Haghverdi et al., 2018; Dermadi et al., 2020). An isolated trajectory spanning from arterial to venous BECs of the integrated data (Figure 1B) was subjected to equidistant binning (Dermadi et al., 2020) and the expression of vessel subset-specific markers were subsequently used to guide the annotation of the bins as arterial, arterial/capillary, capillary, capillary/venous, or venous (Figure 1C and D; He et al., 2018; Vanlandewijck et al., 2018; Kalucka et al., 2020; Brulois et al., 2020). 

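In the ear skin data alone, BECs were grouped by Leiden clustering of the 1000 most variable genes, with all junction genes, the permeability-related genes listed in advance and genes induced by tissue dissociation left out. The list of markers was fixed before the clusters were made, whereas the rules that choose the resolution and name a cluster, and the list of dissociation-induced genes, were set after trial clusterings in which the *Cldn5* levels of clusters had been seen. At the lowest resolution that gave artery-like, capillary-like and vein-like clusters in both replicates, 31 BECs were artery-like, with 7 higher artery markers including *Gja4*, *Sema3g*, *Hey1* and *Sox17*. A further 22 BECs were capillary-like, with 8 higher capillary markers including *Gpihbp1*, *Rgcc* and *Cd36*, and 43 BECs were vein-like, with 7 higher vein markers including *Selp*, *Sele* and *Lrg1*. The chemokine gene *Cxcl1* and the acute-phase gene *Lbp* were also among the leading genes of the vein-like cluster. Replicate 1 contributed 2 artery-like, 3 capillary-like and 4 vein-like BECs, and replicate 2 contributed 29, 19 and 39. In replicate 2 the share of artery-like BECs was 12.7% (95% interval 8.65 to 17.7), that of capillary-like BECs 8.30% (5.07 to 12.7) and that of vein-like BECs 17.0% (12.4 to 22.5), while the 18 BECs of replicate 1 were too few for useful shares. Another 54 wells, all of replicate 2 and with a median of 14107 reads, formed a cluster with 5 fibroblast, 4 lymphatic and 3 mural markers higher, whose first leading gene was the lymphatic marker *Mmrn1*, and 97 wells fell into clusters without a name. These 54 wells are counted among the kept wells of replicate 2 in shares and levels. Leaving them out, a choice made after their markers had been seen, the shares of 175 wells were 16.6% artery-like (95% interval 11.4 to 22.9), 10.9% capillary-like (6.66 to 16.4) and 22.3% vein-like (16.4 to 29.2). With the added filter at 100 CPM, 76 BECs were artery-like (31 and 45 in replicates 1 and 2), 157 capillary-like (122 and 35) and 102 vein-like (61 and 41), and 366 stayed without a name. Among the latter, 133 wells formed a cluster with 4 artery, 4 mural and 3 lymphatic markers higher, whose first leading gene was again *Mmrn1*.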

Subset allocation and clustering was validated by stand-alone analysis of each individual organ and by comparison to previously published cluster annotations when available (Figure 1—figure supplement 2; Kalucka et al., 2020). This analysis provides a comprehensive integrated database of gene expression across comparable BEC subsets in multiple tissues.

**Figure 1.**
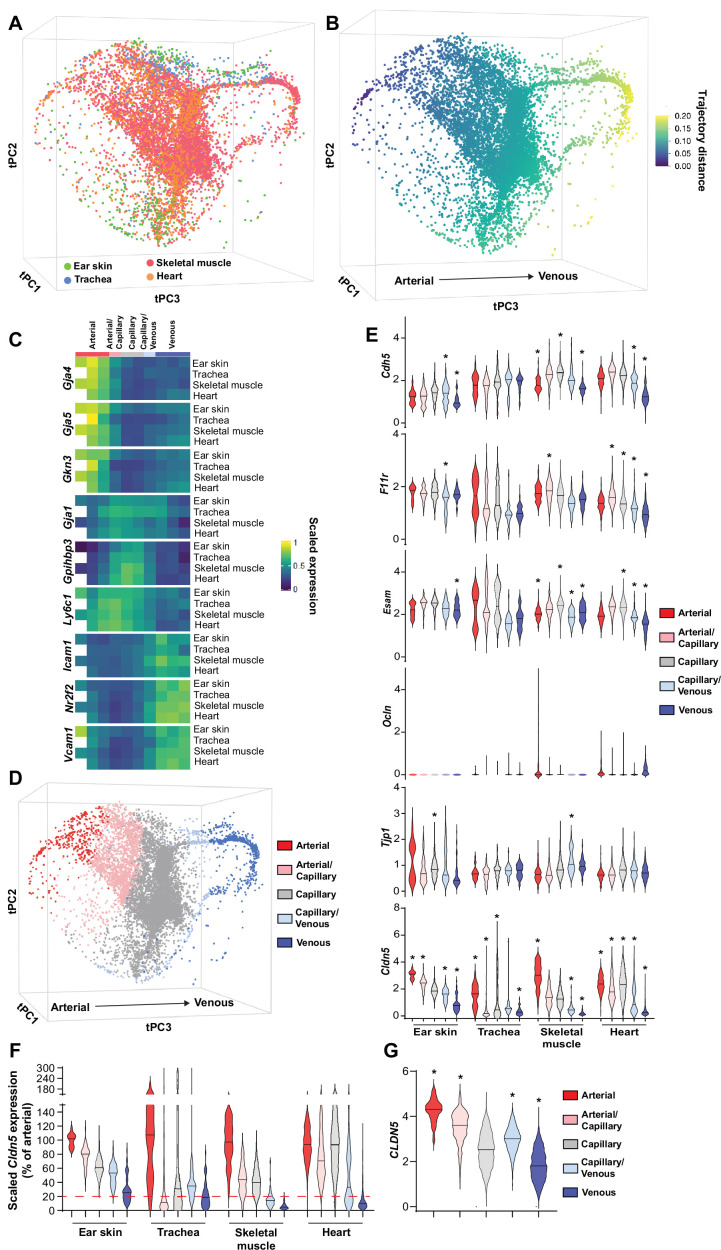
Patterning of the EC barrier at the single-cell level. (**A**) Principal component analysis of the distances within 400 trajectories calculated with integrated data of murine datasets of ear skin, trachea, skeletal muscle, and heart blood endothelial cells (BECs). Colors illustrate the distribution of BECs (CD31+/CD45-/Lyve1-) for each organ. (**B**) Principal component analysis of trajectory distances colored by the distance along an isolated trajectory spanning from arterial to venous BEC. (**C**) Mean gene expression for each organ after equidistant binning of the isolated trajectory shown in B. Supervised vessel subset specifications (Top) based on the expression of previously established marker genes. (**D**) Principal component analysis of trajectory distances colored by the vessel subsets defined in C. (**E**) Violin plots of gene expression for BEC junctional components. Gene expression was normalized to account for differences in sample library size and has been imputed to account for dropouts in the data as described in Materials and methods. (**F**) *Cldn5* expression in murine BEC datasets scaled per organ according to the mean expression in the arterial BECs of each organ. Red dashed line represents a fivefold reduction in expression compared to arterial BECs. (**G**) *CLDN5* expression in human dermal BECs. n=534 ear skin, 559 trachea, 3498 skeletal muscle, 6423 heart and 8518 human BEC. * denotes statistical significance following differential gene expression analysis (Figure 1—source data 1–5). Figure 1—source data 1.Spreadsheets detailing the results of the differential gene expression analysis conducted between mouse BEC subtypes in ear skin. Figure 1—source data 2.Spreadsheets detailing the results of the differential gene expression analysis conducted between mouse BEC subtypes in trachea. Figure 1—source data 3.Spreadsheets detailing the results of the differential gene expression analysis conducted between mouse BEC subtypes in skeletal muscle. Figure 1—source data 4.Spreadsheets detailing the results of the differential gene expression analysis conducted between mouse BEC subtypes in heart. Figure 1—source data 5.Spreadsheet detailing the results of the differential gene expression analysis conducted between human dermal BEC subtypes.

**Figure 1—figure supplement 1.**
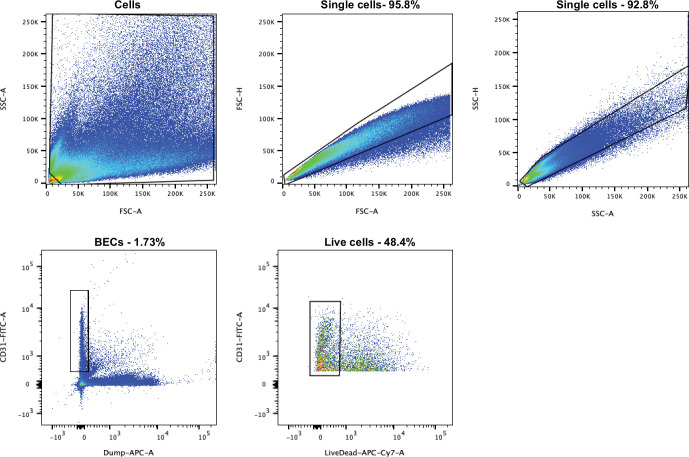
Gating strategy for the FACS isolation of single blood vessel BECs from the mouse ear skin.

**Figure 1—figure supplement 2.**
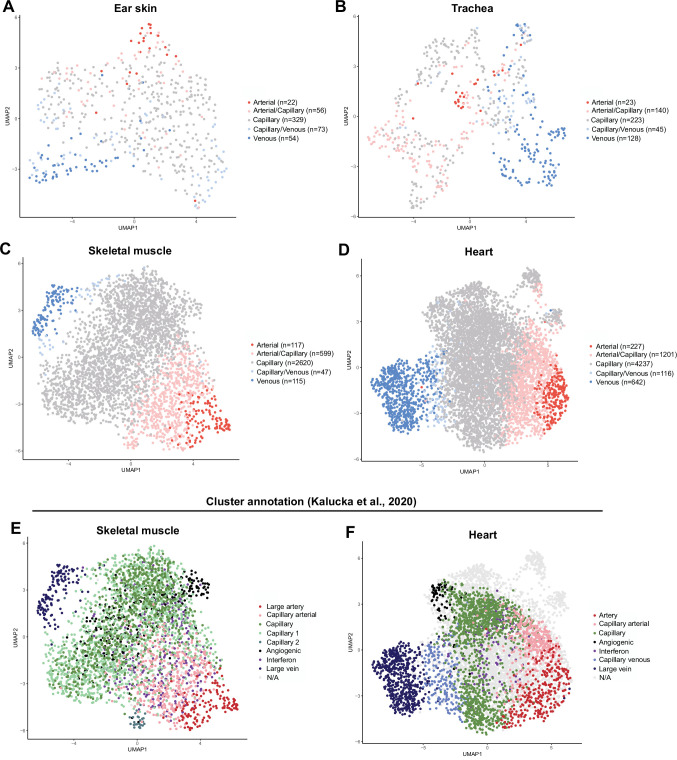
BEC subset allocation and clustering of individual mouse organs. (**A**) Ear skin, (**B**) trachea, (**C**) skeletal muscle, and (**D**) heart mouse BECs colored by subset as defined by analysis of integrated data. The number of cells in each subtype are specified in each legend. (**E**) Skeletal muscle and (**F**) heart mouse BECs colored by clusters identified in the original publication of the data (Kalucka et al., 2020).

**Figure 1—figure supplement 3.**
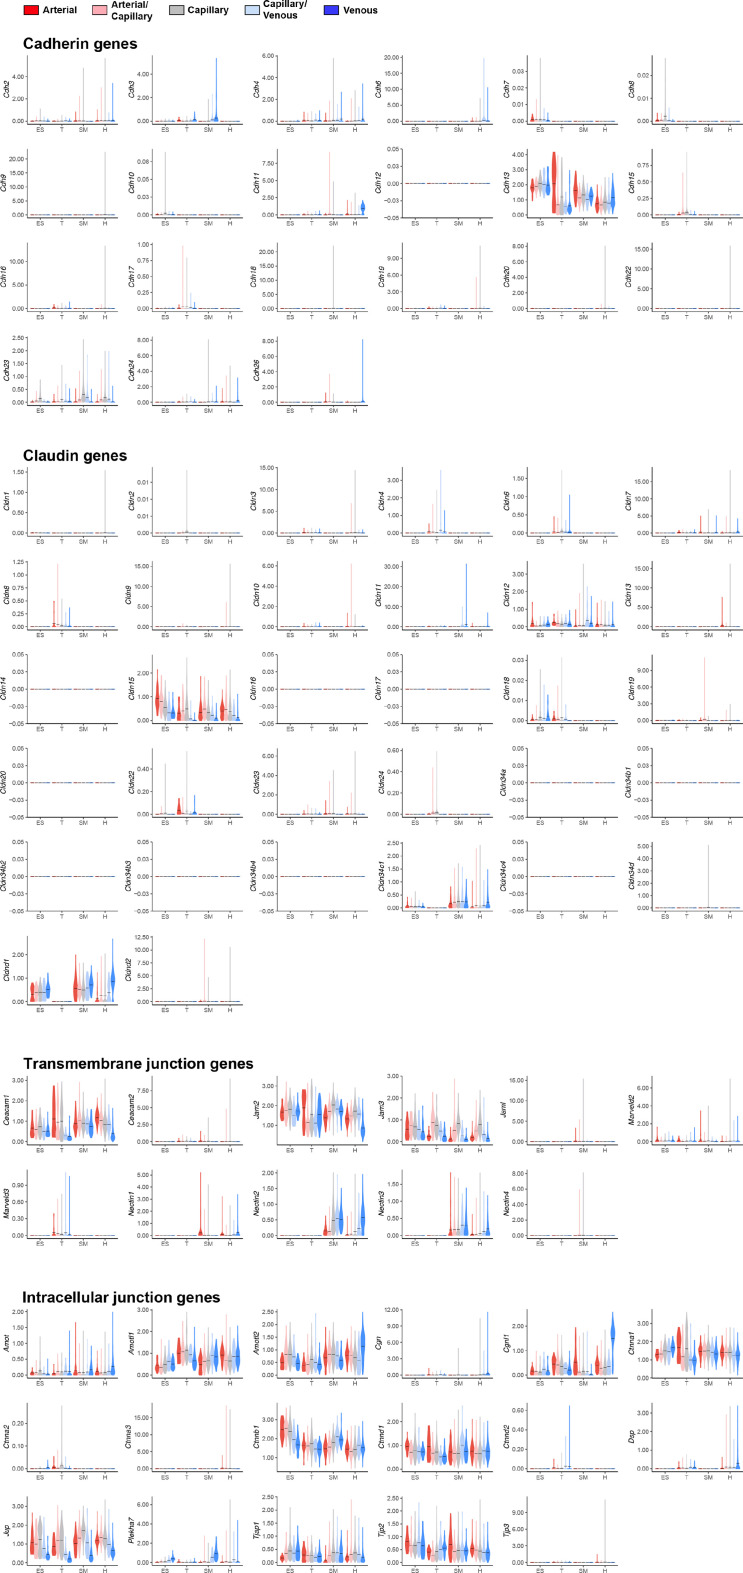
Expression of mouse endothelial junctional components. Violin plots of gene expression for mouse endothelial junctional components.Gene expression was normalized to account for differences in sample library size and imputed to account for dropouts in the data as described in Materials and methods. ES, ear skin; T, trachea; SM, skeletal muscle; H, heart.

**Figure 1—figure supplement 4.**
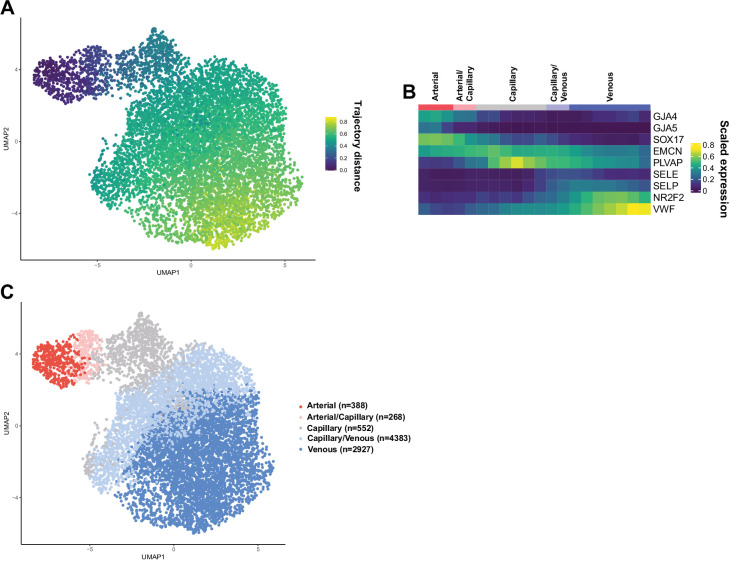
Analysis of human skin BECs. (**A**) Uniform manifold approximation and projection (UMAP) of human dermal BECs showing the distance of an isolated trajectory calculated with tSpace. (**B**) Equidistant binning of the trajectory shown in A. with supervised annotation of the bins as vessel subsets. (**C**) UMAP colored by the vessel subsets specified in B.

**Figure 1—figure supplement 5.**
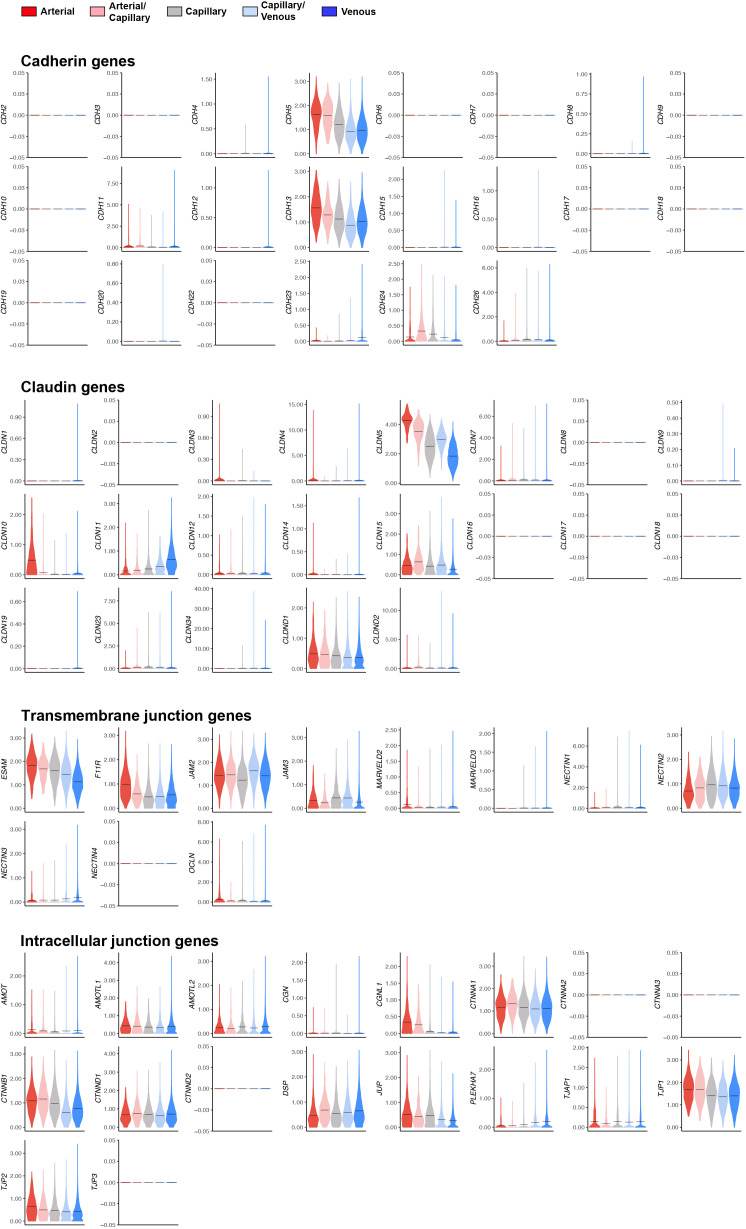
Expression of human dermal endothelial junctional components. Violin plots of gene expression for human dermal endothelial junctional components. Gene expression was normalized to account for differences in library size and imputed to account for dropouts in the data as described in Materials and methods.

Subsequently, the expression of genes associated with EC junctions was investigated in each organ and vessel subset (Figure 1E, Figure 1—figure supplement 3). 

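Each class of ear skin BECs was compared with the mean of the other classes, and artery-like with vein-like BECs, over 11192 genes with at least 10 counts in at least 2 of the sums. The sums held between 253010 reads (artery-like, replicate 1) and 10085405 reads (vein-like, replicate 2). Genes that formed the clusters stayed among those tested, and the adjustment does not hold for them. Counts over all genes therefore describe the classes and do not test them, whereas junction genes took no part in the clustering. With Benjamini-Hochberg adjustment over all genes tested and a threshold of 0.05, 6 genes differed in artery-like BECs (3 higher, 3 lower), 17 in capillary-like BECs (5 higher, 12 lower) and 14 in vein-like BECs (8 higher, 6 lower). Between artery-like and vein-like BECs, 8 genes differed (6 higher, 2 lower), against 346 genes, or 3.09% of those tested, at an unadjusted p under 0.05. DESeq2's Wald test on the same sums moved this count most, to 81 genes. The balance of directions was not stable, with 7 higher and 0 lower genes under DESeq2's size factors, 2 higher and 5 lower with classes from bins of a trajectory, and 0 higher and 6 lower after thinning. For artery-like BECs against the others it was 11 higher and 1 lower under DESeq2's size factors, and 23 higher and 1 lower without the replicate block. Of the 89 junction genes listed in advance, 26 had enough counts to be tested, and 0 of them passed the threshold over all genes in any of the 4 comparisons by edgeR or by DESeq2. At an unadjusted p under 0.05, edgeR gave 3 junction genes in artery-like BECs, 0 in capillary-like BECs, 2 in vein-like BECs and 1 between artery-like and vein-like BECs. By limma on mean CPM per cell, 1 junction gene passed the threshold in artery-like BECs and 0 in the other comparisons. Adjusted over the list alone, 1 junction gene passed in artery-like BECs (*Cldn5*) and 0 passed in the other 3 comparisons by edgeR, while DESeq2 gave 1 in vein-like BECs (*Amotl2*) and 0 in the others. Limma gave 1 in artery-like BECs and 1 between artery-like and vein-like BECs (*Cldn5* in both), and 0 in the others. In counts simulated with the spread estimated from these sums (median dispersion 1.78), edgeR recovered 0 of 195 genes with known changes. A gene short of the threshold is therefore not shown to be even between classes.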

A differential gene expression analysis between each subset and all other cells in an organ was utilized to guide conclusions (Figure 1—source data 1–4). 

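In ear skin BECs, *Cdh5* (ENSMUSG00000031871, chromosome 8 of mm10 from 104101625 to 104144511) had a read in 18 of 18 wells of replicate 1 and in 188 of 229 wells of replicate 2 (82.1%, 95% interval 76.5 to 86.8). Its mean level was 407 ± 64.3 CPM (SD, n = 2 replicates). *Cdh5* is 1 of the 3 genes by which BECs were kept, which raises its share of wells. After normalization of the sums by TMM, artery-like BECs had 627 CPM of *Cdh5* in replicate 1 and 407 CPM in replicate 2, capillary-like BECs 379 and 501 CPM, and vein-like BECs 247 and 442 CPM. The log2 fold change of vein-like BECs against the mean of the other classes was -0.50 (standard error 0.99, adjusted p = 1.00, edgeR quasi-likelihood test). In replicate 1 alone it was -0.97 and in replicate 2 alone 0.00, so the difference was not larger than the spread between replicates. With the added filter at 100 CPM it was -0.81 (standard error 0.31, adjusted p = 0.855), and lower in both replicates (-1.13 and -0.46).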

The adherens junction gene *Cdh5* (VE-Cadherin) was ubiquitously expressed within each organ but was generally slightly lower in venous vessels compared to other subsets within these tissues (Figure 1E). Moreover, N-Cadherin (*Cdh2*) expression was relatively low, whereas T-Cadherin (*Cdh13*) was high, in all organs (Figure 1—figure supplement 3). 

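In ear skin BECs, *Cdh2* (ENSMUSG00000024304, chromosome 18) had a mean of 1.57 ± 0.933 CPM (SD, n = 2), with a read in 3 of 18 wells of replicate 1 and 1 of 229 wells of replicate 2. *Cdh13* (ENSMUSG00000031841, chromosome 8) had a mean of 895 ± 215 CPM (SD, n = 2), with a read in 100% of the wells of replicate 1 and 82.5% (95% interval 77.0 to 87.2) of those of replicate 2. In wells with at least 300 CPM of a mural gene and fewer than 100 CPM of *Pecam1*, which stand in for cells of another type, *Cdh13* was at 259 CPM in replicate 1 (8 wells) and 121 CPM in replicate 2 (38 wells). These wells were not free of endothelial RNA, with 90.7 and 11.0 CPM of *Cdh5* and 491 and 107 CPM of *Plvap*. Levels in these mural wells, above all in replicate 1, can therefore come in part from endothelial cells.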

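The level of *Ceacam1* (ENSMUSG00000074272, chromosome 7 from 25461707 to 25477603) in ear skin BECs differed between replicates, with 205 CPM in replicate 1 and 59.3 CPM in replicate 2 (mean 132 ± 103, SD, n = 2). A read of *Ceacam1* was counted in 61.1% (95% interval 35.7 to 82.7) of the wells of replicate 1 and 23.1% (17.8 to 29.2) of those of replicate 2. In the mural wells it was at 6.83 and 0.575 CPM. Its paralog *Ceacam2*, with which short reads could have been exchanged in counting, had 0 CPM in replicate 1 and 2.36 CPM in replicate 2.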

The cell adhesion molecule Caecam1 was also relatively abundantly expressed in all organs. Meanwhile, the Nectins 1, 2 and 3 showed expression restricted to skeletal and heart muscle ECs. 

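For the ear skin, *Nectin1* (ENSMUSG00000032012, chromosome 9) had a read in 0 of 18 wells of replicate 1, which allows a share of up to 16.7%, and in 1 of 229 wells of replicate 2. *Nectin3* (ENSMUSG00000022656, chromosome 16) had a mean of 13.8 ± 12.2 CPM (SD, n = 2), with a read in 3 and 18 wells. *Nectin2* (ENSMUSG00000062300, chromosome 7 from 19716644 to 19750483) had a mean of 107 ± 22.9 CPM (SD, n = 2), with a read in 77.8% (95% interval 52.4 to 93.6) of the wells of replicate 1 and 24.5% (19.0 to 30.5) of those of replicate 2. Mural wells held 1.92 and 0.876 CPM of *Nectin2* in replicates 1 and 2. After thinning each well to 20000 reads, which left out 45 wells of replicate 2 and 0 of replicate 1, the shares were 38.9% (17.3 to 64.3) and 17.9% (12.7 to 24.3). The level of *Nectin2* was 133 ± 59.0 CPM (SD, n = 2) with the added filter at 100 CPM.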

As expected, intracellular junction proteins such as α-, β- and p120-catenin (*Ctnna1*, *Ctnnb1*, *Ctnnd1*, respectively) were ubiquitously expressed, as were ZO-1 (*Tjp1*) and ZO-2 (*Tjp2*) and the angiomotin-like proteins 1 and 2 (*Amotl1* and *Amotl2*) (Figure 1—figure supplement 3).

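Among *Ctnna1*, *Ctnnb1*, *Ctnnd1*, *Tjp1*, *Amotl1* and *Amotl2*, the highest level in ear skin BECs was that of *Ctnnb1* (ENSMUSG00000006932, chromosome 9), with 918 ± 100.3 CPM (SD, n = 2) and a read in 100% (95% interval 81.5 to 100) of the wells of replicate 1 and 90.4% (85.8 to 93.9) of those of replicate 2. *Ctnna1* (chromosome 18) had 368 ± 38.5 CPM and *Tjp1* (chromosome 7) 241 ± 22.1 CPM (SD, n = 2 each). Lower levels were found for *Amotl2* (chromosome 9), with 117 and 79.0 CPM in replicates 1 and 2, for *Ctnnd1* (chromosome 2), with 87.6 ± 33.7 CPM, and for *Amotl1* (chromosome 9), with 53.9 ± 26.4 CPM. Scaled by scran size factors, *Amotl2* was at 113 and 220 CPM in replicates 1 and 2, so its order between replicates did not hold. In replicate 2 the share of wells with a read was 22.3% for *Amotl2* (17.1 to 28.2), 31.0% for *Amotl1* (25.1 to 37.4), 34.9% for *Ctnnd1* (28.8 to 41.5), 53.3% for *Tjp1* (46.6 to 59.9) and 68.6% for *Ctnna1* (62.1 to 74.5). In replicate 1 these shares lay between 55.6% (*Amotl1*) and 100% (*Ctnna1*).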

Tight junction genes displayed distinct expression patterns. The JAM family of junctional adhesion molecules (*F11r, Jam2, Jam3*) exhibited reasonably homogenous expression, but was occasionally more abundantly expressed in capillaries than in arteries and veins, in an organotypic manner (Figure 1E, Figure 1—figure supplement 3). 

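In ear skin BECs, *F11r* (ENSMUSG00000038235, chromosome 1) had a mean of 738 ± 277 CPM, *Jam2* (ENSMUSG00000053062, chromosome 16) 588 ± 99.2 CPM and *Jam3* (ENSMUSG00000031990, chromosome 9) 87.4 ± 55.0 CPM (SD, n = 2 each). The mural wells held 16.7 and 11.0 CPM of *F11r* and 292 and 32.0 CPM of *Jam2*, but 178 and 162 CPM of *Jam3*, more than the BECs. Endothelial RNA in the mural wells of replicate 1 can add to their level of *Jam2*. The log2 fold change of capillary-like BECs against the mean of artery-like and vein-like BECs was 0.48 for *F11r* (standard error 0.56, adjusted p = 1.00), 0.96 for *Jam2* (standard error 0.76, adjusted p = 0.936) and 2.46 for *Jam3* (standard error 2.03, adjusted p = 0.945), all from edgeR's quasi-likelihood test. Each was above 0 in replicate 1 and in replicate 2 alone, but none passed the threshold. For *Jam3* the value rests on the artery-like BECs (8.19 and 0.547 CPM in replicates 1 and 2), since capillary-like BECs had 119 and 121 CPM and vein-like BECs 45.6 and 236 CPM. With the added filter at 100 CPM the values were 0.15 for *F11r*, 0.36 for *Jam2* and -0.04 for *Jam3*. On plate A alone, *Jam2* and *Jam3* were lower in capillary-like BECs (-0.93 and -1.35), and with classes from bins of a trajectory *F11r* and *Jam2* were lower (-0.22 and -0.06).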

*Esam* similarly was homogenously expressed with reduced expression in the venous subset of some tissues (Figure 1E). 

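*Esam* (ENSMUSG00000001946, chromosome 9 from 37528078 to 37538319) had a mean of 1698 ± 650.0 CPM (SD, n = 2) in ear skin BECs, with a read in 100% of the wells of replicate 1 and 86.5% (95% interval 81.3 to 90.6) of those of replicate 2. Its level in the sums was 1401 and 1133 CPM in artery-like BECs of replicates 1 and 2, 2019 and 1865 CPM in capillary-like BECs, and 2274 and 2060 CPM in vein-like BECs. Vein-like BECs had a log2 fold change of 0.47 against the mean of the other classes (standard error 0.41, adjusted p = 1.00, edgeR quasi-likelihood test), 0.43 in replicate 1 and 0.54 in replicate 2 alone. Under the added filters at 100 and 300 CPM the value was -0.14 and -0.02, so no direction held across the filters. The mural wells also held 1252 and 646 CPM of *Esam*, to which endothelial RNA in these wells can add, above all in replicate 1.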

Expression of the tight junction-associated Marvel proteins (TAMPs) *Ocln, Marveld2,* and *Marveld3* was relatively low, being limited to only a few BECs in an organotypic and subset-specific manner (Figure 1E, Figure 1—figure supplement 3). 

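Within the ear skin, *Ocln* (ENSMUSG00000021638, chromosome 13 from 100496507 to 100552718) had a read in 0 of 18 BECs of replicate 1 and in 1 of 229 BECs of replicate 2, a well of the cluster with fibroblast, lymphatic and mural markers. *Marveld2* (ENSMUSG00000021636, chromosome 13) had a mean of 21.9 ± 12.0 CPM (SD, n = 2), from 1 well of replicate 1 and 8 wells of replicate 2. For *Marveld3* (ENSMUSG00000001672, chromosome 8) no read was counted in either replicate, which in replicate 2 allows a share of up to 1.31% of wells. These limits cover wells with a read, not cells that express the gene.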

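The list fixed in advance holds 35 genes of the Claudin family. In ear skin BECs, 3 of them (*Cldn5*, *Cldn15* and *Cldnd1*) had at least 10 CPM in both replicates, 31 were below 10 CPM in both replicates, and 22 had no read in any kept well. *Cldn5* had a mean of 1065 ± 99.5 CPM (SD, n = 2) and a read in 18 of 18 wells of replicate 1 and 90.8% (95% interval 86.3 to 94.2) of the wells of replicate 2. *Cldn15* (ENSMUSG00000001739, chromosome 5) had 282 CPM in replicate 1 and 43.9 CPM in replicate 2, and *Cldnd1* (ENSMUSG00000022744, chromosome 16) had 71.5 and 38.2 CPM. The mural wells held 407 and 74.8 CPM of *Cldn5*, 104 and 1.06 CPM of *Cldn15*, and 51.8 and 120 CPM of *Cldnd1*, so the level of *Cldnd1* did not stand above that of these wells in replicate 2. The mural wells of replicate 1 also held endothelial RNA, so their *Cldn5* and *Cldn15* are not shown to be of mural cells. The remaining gene of the family, *Cldn19*, had 5.75 CPM in replicate 1 and 23.2 CPM in replicate 2. Without the cluster of 54 wells with fibroblast, lymphatic and mural markers, *Cldn5*, *Cldn15* and *Cldnd1* were at 1322, 44.7 and 48.4 CPM in replicate 2, and the other 32 genes were below 10 CPM in both replicates. With the added filter at 100 CPM, *Cldn11* was a further gene with at least 10 CPM in both replicates (14.6 ± 5.54, SD, n = 2). That set holds a cluster of 133 wells led by the lymphatic marker *Mmrn1*. With the added filter at 300 CPM, *Cldn11* was among the leading genes of a lymphatic cluster. Its level is therefore not shown to be that of BECs.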

Most members of the Claudin family were expressed at a very low level with the exception of *Cldn5*, *Cldn15,* and *Cldnd1,* the latter of which was specifically absent in the tracheal vasculature. Both *Cldn5* and *Cldn15,* however, exhibited diminishing expression along the arteriovenous axis, with *Cldn5* in particular exhibiting higher expression in arteries compared to veins, displaying fold changes between 3 (ear skin) and 15 (skeletal muscle) (Figure 1E and F). Accordingly, analysis of genes differentially expressed between vessel subsets showed consistently significant changes in *Cldn5* expression (Figure 1—source data 1–4).

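*Cldn5* (ENSMUSG00000041378) is annotated as a gene of a single exon on chromosome 16 of mm10, from 18776847 to 18778262. In the sums of the ear skin, normalized by TMM, its level was 2351 ± 702 CPM in artery-like BECs, 761 ± 212 CPM in capillary-like BECs and 657 ± 119 CPM in vein-like BECs (SD, n = 2 replicates each). Artery-like BECs exceeded vein-like BECs 3.53-fold, a log2 fold change of 1.82 (standard error 0.62), and did so in replicate 1 (1.69) and in replicate 2 (1.92) alone. In replicate 1 this comparison rests on 2 artery-like and 4 vein-like wells. Plate A of each replicate alone gave 3.05, whereas plate B alone gave -1.91, each with 1 artery-like and 2 vein-like wells of replicate 1. When each cell took the class of its highest marker score, the log2 fold change was 3.72. With the filter at 100 CPM, chosen after the data had been seen, the log2 fold change was 2.23 (standard error 0.26), or 4.68-fold, with 2.29 on plate A and 2.28 on plate B. Under that filter the level was 2434 ± 668 CPM in artery-like, 1321 ± 162 CPM in capillary-like and 512 ± 52.6 CPM in vein-like BECs (SD, n = 2). With the filter at 300 CPM the log2 fold change was 0.99.

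**Figure D1:**
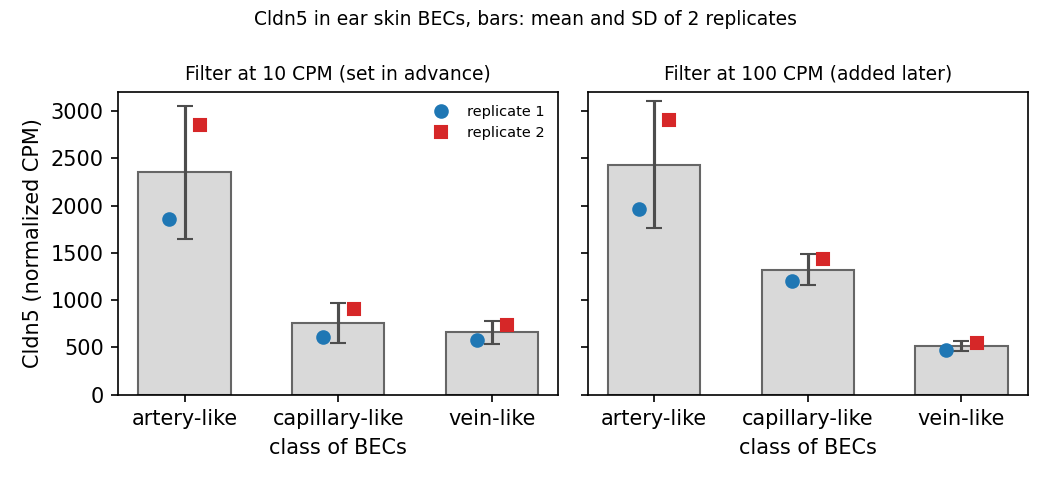
*Cldn5* level in CPM of the sums of counts per class of ear skin BECs, with the filter on non-BEC genes at 10 CPM (left) and at 100 CPM (right, added after the data had been seen). Points are replicates, bars are means and error bars are SD (n = 2), and both artery-like points lie above both vein-like points in each panel.

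With BECs ordered by graph distance from the artery-like to the vein-like end, Spearman's rho of *Cldn5* across cells was -0.286 in replicate 1 (18 cells) and -0.227 in replicate 2 (229 cells), given as a description because cells are not replicates. Over the kept wells of single plates, rho was -0.75 on plate A (7 cells) and 0.127 on plate B (11 cells) of replicate 1, and -0.253 on plate A (120 cells) and -0.150 on plate B (109 cells) of replicate 2. Of 10 equal bins of this order, the bins next to the artery-like end had lymphatic (52 cells), fibroblast (63 cells) and mural (39 cells) markers as their highest, so most of the ordered cells were outside the bins with artery, capillary or vein markers as their highest. Within the artery-like, capillary-like and vein-like BECs alone, a choice made after these bins had been seen, rho was -0.533 in replicate 1 (9 cells) and -0.376 in replicate 2 (87 cells). *Cldn15* had 1040 and 98.3 CPM in artery-like BECs of replicates 1 and 2, 111 and 0.386 CPM in capillary-like BECs, and 0.912 and 92.5 CPM in vein-like BECs. Artery-like BECs exceeded vein-like BECs 2.38-fold in *Cldn15* (standard error 1.87 on the log2 scale, adjusted p = 1.00, edgeR quasi-likelihood test), which is within the spread between replicates. The filter at 100 CPM gave a log2 fold change of 0.38 for *Cldn15*, with 0.93 in replicate 1 alone and -0.17 in replicate 2 alone. From the levels per vessel subset in each organ (Figure 1E and F), the paper states that *Cldn5* and *Cldn15* decline from arteries to veins.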

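For the ear skin, the difference in *Cldn5* between artery-like and vein-like BECs had an unadjusted p of 0.00337, an adjusted p of 1.00 over all genes tested and an adjusted p of 0.0877 over the list of junction genes alone (edgeR quasi-likelihood test, higher in 2 of 2 replicates). Artery-like BECs against the mean of the other classes gave a log2 fold change of 1.72 (standard error 0.50), with an adjusted p of 0.329 over all genes and 0.0154 over the list alone. Vein-like BECs against the other classes gave -1.01 (standard error 0.55), with an adjusted p of 1.00 over all genes and 0.538 over the list alone. For artery-like against vein-like BECs, 11 alternatives fixed in advance could be tested, and 1 of them passed the threshold over all genes. That alternative gave each cell the class of its highest marker score, with an adjusted p of 0.000137, and the others ranged from 0.138 to 1.00. The filter at 100 CPM, chosen after the data had been seen, gave an adjusted p of 0.154 over 14399 genes and 0.00195 over the list alone. These tests compare sums of 2 replicates, whereas the paper's *FindConservedMarkers* takes the cells of each sample as replicates. By edgeR the spread was in effect shared between genes, so its p-values do not rest on the spread of *Cldn5* alone.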

We further utilized a recently published human skin BEC scRNAseq dataset to investigate whether EC junctional patterning is faithfully conserved between human and mouse (Li et al., 2021). Similar analysis of human skin BECs as employed for mouse BECs (Figure 1—figure supplement 4) showed enrichment of adherens junction genes *CDH5* and *CDH13* in the arterial and capillary subsets, with lower levels in venous proximal capillaries and veins (Figure 1—figure supplement 5). In keeping with the overall trend in the mouse vasculature, human tight junction component expression was also relatively higher in arteries and/or capillaries; *F11R*, *ESAM*, *CLDN5,* and *CLDN10* expression was significantly higher in arteries and downregulated in veins (Figure 1G, Figure 1—figure supplement 5, Figure 1—source data 5).

### Organotypic regulation of barrier integrity

In the ear dermis, expression of Claudin5 inversely correlates with vessel susceptibility to Vascular Endothelial Growth Factor A (VEGF-A)-induced leakage (Honkura et al., 2018). We thus decided to examine whether EC barrier integrity was similarly patterned in other tissues and in response to other agonist classes such as inflammatory cytokines. For this purpose, we employed histamine in an intravital imaging setup coupled with atraumatic intradermal agonist injection, in which acute leakage may be accurately assessed (Honkura et al., 2018). Claudin5 expression was ascertained through *Cldn5* promoter-driven expression of GFP (*Cldn5*(BAC)-GFP) (Honkura et al., 2018). Here, intradermal administration of histamine elicited a similar leakage patterning as previously shown for VEGF-A, with leakage occurring only in vessels possessing ECs lacking apparent *Cldn5*(BAC)-GFP expression (Figure 2A and B and Video 1). Interestingly, within the leakage-susceptible vasculature, a population of *Cldn5*(BAC)-GFP-negative vessels failed to respond to histamine stimulation, highlighting the potential importance of factors other than Claudin5 that influence vessel susceptibility to stimulation (Figure 2C; Richards et al., 2021).

**Figure 2.**
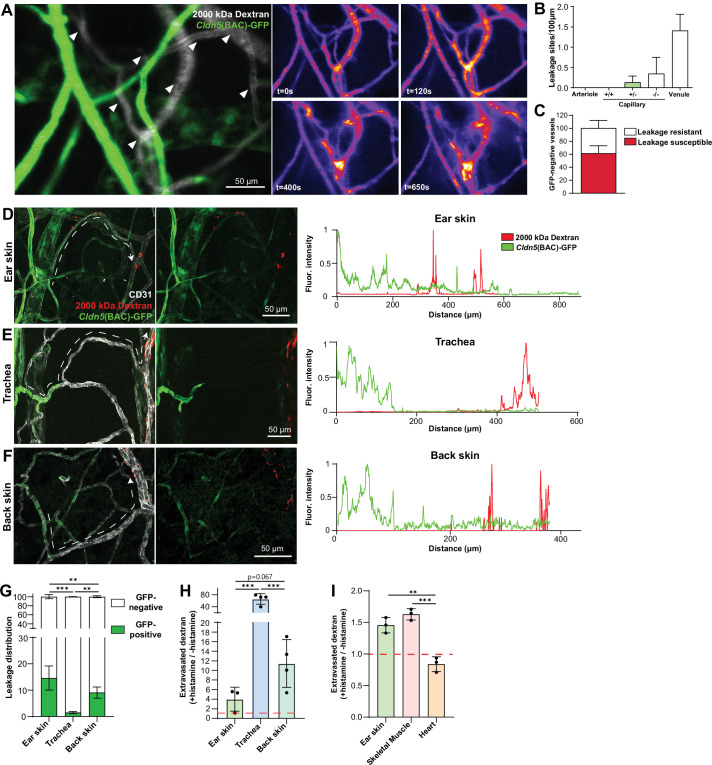
Organotypic integrity of the EC barrier. (**A**) Leakage patterning in *Cldn5*(BAC)-GFP mouse ear skin in response to intradermal histamine. Left, overlay of *Cldn5*(BAC)-GFP-positive and -negative vessels (visualised through circulating TRITC dextran). Arrowheads show sites of leakage. Right, stills of leakage in the vasculature shown on the left following intradermal histamine stimulation. (**B**) Leakage sites per vessel length in different vessel categories. +/+denotes capillary segments with full GFP expression,+/-denotes capillary segments with mixed GFP expression, -/- denotes capillary segments with no GFP expression. n=4, 2 or more acquisitions/mouse. (**C**) Proportion of *Cldn5*(BAC)-GFP-negative vessels susceptible or resistant to leakage. n=4, 2 or more acquisitions/mouse. (**D–F**) Leakage patterning in the ear skin (**D**), trachea (**E**) and back skin (**F**) in response to the systemic administration of histamine. Left, representative image. Dashed line shows progression of a blood vessel from arteriolar to venular. Right, representative fluorescent intensity line profile of *Cldn5*(BAC)-GFP and TRITC 2000 kDa dextran along the dashed line (Left). (**G**) Proportion of 2000 kDa FITC leakage area that occurs in vessels that are *Cldn5*(BAC)-GFP-positive (contain some positive cells) and *Cldn5*(BAC)-GFP-negative (contain no positive cells) in ear skin, back skin and trachea. n≥3 mice, 3 or more fields of view/mouse. (**H**) Fold change in 2000 kDa TRITC dextran extravasation from leakage permissive vessels in ear skin, back skin and trachea with and without systemic histamine stimulation. Dashed line represents unstimulated tissue. n=3 mice, 3 or more fields of view/mouse. (**I**) Fold change in tissue 2000 kDa FITC dextran following systemic histamine stimulation and formamide extraction of ear skin, skeletal muscle and heart. Dashed line represents unstimulated tissue. n=3 mice. Error bars; mean ± SD. Statistical significance: one-way ANOVA with Tukey’s post-hoc test (multiple comparisons; **G–I**).

**Figure 2—figure supplement 1.**
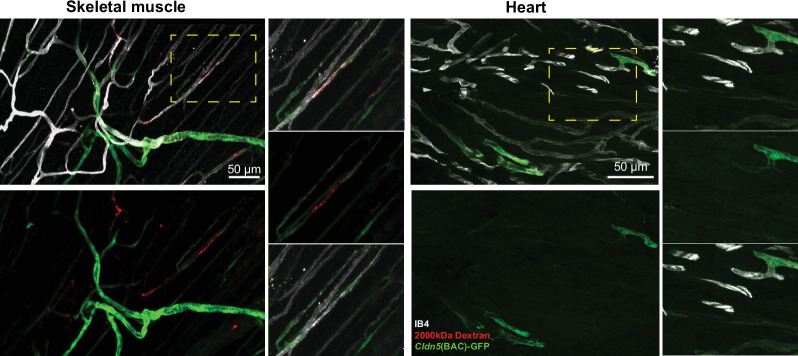
Histamine leakage in skeletal muscle and heart vasculature. Leakage and *Cldn5*(BAC)-GFP expression patterning in skeletal muscle and heart in response to the systemic administration of histamine. Magnified images of dashed boxes are shown to the right of the main image.

**Video 1.** Histamine-mediated leakage in *Cldn5*(BAC)-GFP mice. Extravasation of circulating 2000 kDa TRITC Dextran (pseudocolor) after intradermal injection of histamine in the ear dermis of *Cldn5*(BAC)-GFP mice. The first 30 frames show a still at t=0 to show *Cldn5*(BAC)-GFP expression (green) overlayed with 2000 kDa Dextran (grey).

Next, a model of acute systemic leakage was used whereby histamine, when injected into the circulation via the tail-vein, results in widespread disruption of EC junctions and leakage of fluorescent tracers into the parenchyma (Richards et al., 2021). When given systemically, along with a 2000 kDa lysine-fixable dextran, histamine caused leakage in the ear dermis from venules and also from capillaries exhibiting a mixed expression of *Cldn5*(BAC)-GFP (Figure 2D, left). Skeletal muscle also showed leakage susceptibility starting in the capillary bed where *Cldn5*(BAC)-GFP expression was heterogeneous (Figure 2—figure supplement 1, left). The heart vasculature meanwhile showed no extravascular dextran accumulation with or without histamine stimulation (Figure 2—figure supplement 1, right). Unlike the ear dermis and skeletal muscle, the tracheal vasculature displayed a clear separation between *Cldn5*(BAC)-GFP-positive arterioles and leakage susceptible vessels, with the capillaries that cross the cartilage rings being *Cldn5*(BAC)-GFP-negative and resistant to stimulation (Figure 2E, left). Interestingly, examination of the mouse back skin revealed an intermediary phenotype, with vessels possessing a mixed expression of *Cldn5*(BAC)-GFP being largely resistant to leakage, whilst immediately subsequent venules exhibited a strong leakage phenotype (Figure 2F, left). Representative line profiles demonstrate this variable patterning, with extravasated dextran interspersed with a *Cldn5*(BAC)-GFP-positive signal in the ear dermis (Figure 2D, right) but not in the back skin or trachea (Figure 2E and F; right). These differing leakage patterns were also apparent from the increased proportion of extravasated dextran from *Cldn5*(BAC)-GFP-positive versus *Cldn5*(BAC)-GFP-negative vessels in the ear skin compared to back skin and trachea (Figure 2G). Additionally, these tissues differed in their magnitude of leakage to histamine stimulation (Figure 2H). In response to the same stimulus, leakage permissive vessels in the trachea and the back skin showed more extensive leakage as compared to the ear skin. Skeletal muscle showed a similar leakage response as the ear skin whilst, as expected, no histamine-induced leakage was observed in the heart (Figure 2I).

This data shows that outside of the CNS, a zonation of Claudin5 expression exists along the arteriovenous axis. Moreover, the relationship between Claudin5 expression and susceptibility to vascular leakage differs between vascular beds, particularly in capillaries, as does the sensitivity of ECs to stimulation and their resulting junctional disruption.

### Claudin5 exhibits organotypic protection of the EC barrier

Claudin5 is a well-known determinant of blood vessel barrier integrity in the CNS. Constitutive Claudin5 deficiency results in the passage of small molecules from the blood into the cerebrospinal fluid and death shortly after birth (Nitta et al., 2003). Nothing is known about the role that Claudin5 plays in barrier stability outside of the CNS. To investigate this, we used an inducible, EC-specific *Cldn5* loss-of-function mouse model (*Cldn5*^fl/fl;^*Cdh5*^CreERT2^, *Cldn5* iECKO) (Figure 1—figure supplement 1A). Systemic administration of tamoxifen to these 8–16 weeks old mice (Figure 3A) led to no obvious physiological or behavioral defects the first five days following treatment completion. Analysis of lung lysates showed a 60% reduction in Claudin5 protein levels and a near total loss of *Cldn5* RNA in iECKO mice compared to controls (Figure 3B-D). Blood vessels in the ear dermis meanwhile showed an approximately 75% reduction in Claudin5 levels, as discerned by immunofluorescent staining, with some remaining protein expression evident in arterioles (Figure 3E).

**Figure 3.**
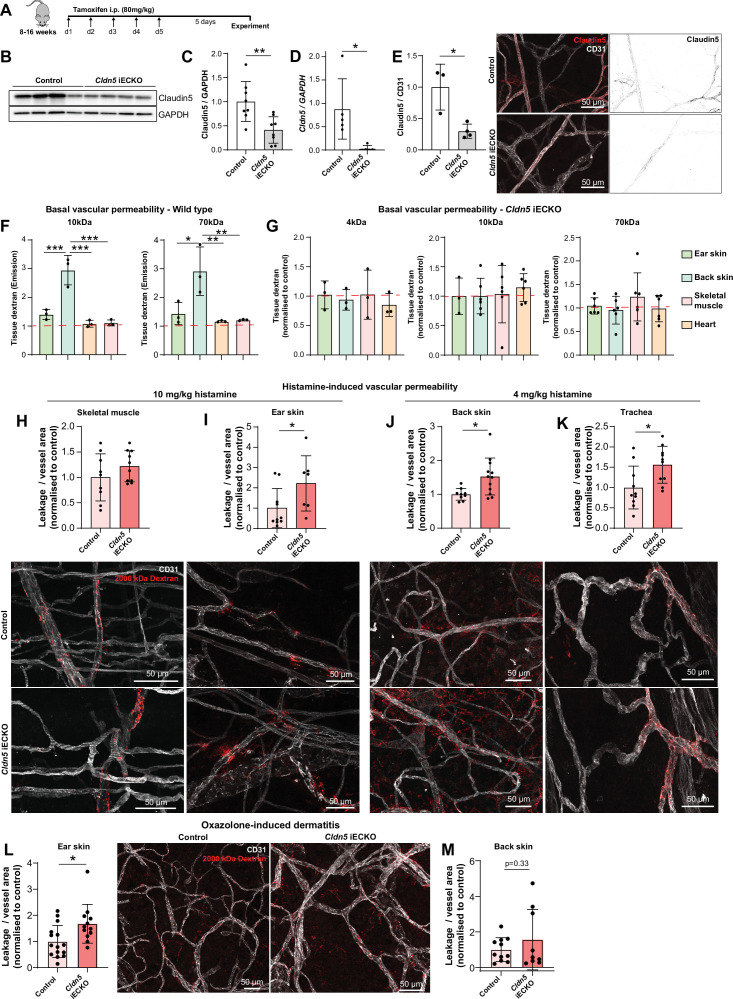
Claudin5 exhibits organotypic protection of the EC barrier. (**A**) Schematic illustration of systemic tamoxifen regime. (**B**) Representative western blot of Claudin5 protein expression in control and *Cldn5* iECKO mice. (**C**) Quantification of Claudin5 protein expression in lung lysates of control and *Cldn5* iECKO mice. n≥8 mice. (**D**) *Cldn5* gene expression by qPCR on lung lysates of control and *Cldn5* iECKO mice. n≥5 mice. (**E**) Claudin5 protein expression normalized to CD31 counter-staining in the ear skin of control and *Cldn5* iECKO mice following systemic tamoxifen. Right, representative images of Claudin5 immunostaining in control and *Cldn5* iECKO mice. n≥3 mice, 3 or more fields of view/mouse. (**F**) Blood vessel basal permeability to 10 kDa and 70 kDa dextran in ear skin, back skin, skeletal muscle, and heart of wildtype C57Bl/6 mice. Dashed lines represent background from control uninjected mice. n=3 mice. (**G**) Blood vessel basal permeability to 4 kDa, 10 kDa and 70 kDa dextran in ear skin, back skin, skeletal muscle, and heart of control and *Cldn5* iECKO mice. Dashed lines represent control Cre-negative mice. n≥3 mice. (**H–I**) Leakage of 2000 kDa dextran in response to systemic histamine stimulation (10 mg/kg) in skeletal muscle (**H**) and ear skin (**I**). Top, quantification of tracer leakage area / vessel area normalized to control (Cre-negative) mice. Bottom, representative images. n≥7 mice, 3 or more fields of view/mouse. (**J–K**) Leakage of 2000 kDa dextran in response to systemic histamine stimulation (4 mg/kg) in back skin (**J**) and trachea (**K**). Top, quantification of tracer leakage area / vessel area normalized to control (Cre-negative) mice. Bottom, representative images. n≥8 mice, 3 or more fields of view/mouse. (**L**) Quantification of 2000 kDa dextran leakage in the ear skin of control and *Cldn5* iECKO mice following Oxazolone-induced dermatitis. Right, representative images. n≥12 mice, 2 or more fields of view/mouse (**M**) Quantification of 2000 kDa dextran leakage in the back skin of control and *Cldn5* iECKO mice following Oxazolone-induced dermatitis. n≥9 mice, 2 or more fields of view/mouse Error bars; mean ± SD. Statistical significance: two-tailed paired Student’s t test (**C-E**), H-M or one-way ANOVA with Tukey post-hoc test (multiple comparisons; **F–G**).

**Figure 3—figure supplement 1.**
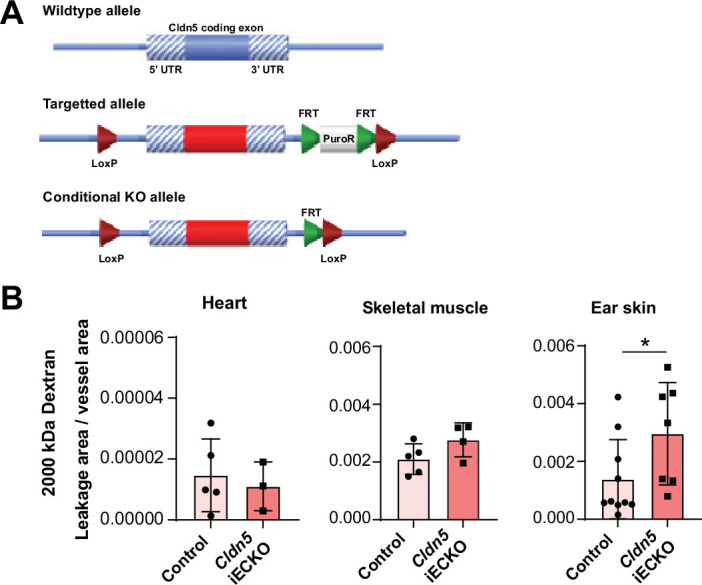
*Cldn5* targeting and histamine-induced leakage quantification. (**A**) Schematic diagram showing the targeting strategy of *Cldn5* floxed mice. (**B**) Quantification of histamine-induced (10 mg/kg) leakage of 2000 kDa dextran from the heart, skeletal muscle and ear skin vasculature in control and *Cldn5* iECKO mice. n≥3 mice, 3 or more fields of view/mouse. Error bars; mean ± SD. Statistical significance: two-tailed paired Student’s t test.

*Cldn5* iECKO mice were next investigated to assess whether Claudin5 maintains the permeability of blood vessels in tissues outside of the CNS. To study this, mice were systemically injected with differently sized fluorescent dextrans, which were allowed to circulate before mice were perfused and organs collected. Extravasated dextran was subsequently extracted into formamide and measured according to their spectra. Initially, to better understand tissue-specific differences in the EC barrier, organs were assessed for their basal permeabilities to 10 and 70 kDa dextran (Figure 3F). Interestingly, the back skin showed relatively high basal permeability when compared with ear skin, which showed minor dextran extravasation, while there was no basal leakage from skeletal muscle and heart. This basal permeability was unaffected by loss of Claudin5 when comparing *Cldn5* iECKO with Cre-negative control mice, for all sizes of dextran investigated (Figure 3G).

We next sought to determine whether the loss of Claudin5 leads to changes in histamine-induced macromolecular leakage. In *Cldn5* iECKO mice, the heart vasculature still showed high resistance to histamine-mediated leakage, exhibiting an at least 100-fold lower dextran signal than other tissues (Figure 3—figure supplement 1B). The skeletal muscle vasculature also showed no significant change in permeability upon loss of Cldn5 (Figure 3H). In contrast, in the ear dermis, systemic administration of histamine resulted in a more than twofold increase in the extravasation of 2000 kDa dextran in *Cldn5* iECKO mice (Figure 3I). Given the increased sensitivity of the tracheal and back skin vasculature to histamine, analyses were repeated using a lower dose of histamine. Both back skin and trachea vasculatures showed a significant 1.5-fold increase in the leakage of 2000 kDa dextran in *Cldn5* iECKO mice compared to control (Figure 3J and K).

Oxazolone-induced dermatitis was employed as a model to assess the effect of chronic, endogenously produced inflammatory cytokines on the EC barrier. Following onset of dermal inflammation fluorescent tracers were administered and their subsequent extravasation analysed. This showed a significant increase in vascular leakage in the ear dermis (Figure 3L), but only a minor increase in the back skin, of *Cldn5* iECKO mice compared to control (Figure 3M), in keeping with a more limited role for Claudin5 in the back skin versus the ear skin (Figure 3I and J).

Claudin5 thus has a limited role in maintaining baseline EC barrier integrity in blood vessels outside of the CNS but is involved in the protection of vessels against agonist-induced macromolecular leakage in an organotypic manner.

### Loss of Claudin5 differentially affects vessel subtypes in the ear dermis

The increase in histamine-induced permeability in the ear dermis following the loss of Claudin5 prompted us to address in which vessel type the enhanced barrier breakdown is taking place. In the ear skin, expression of Claudin5 in arterioles was clearly reduced with some sporadic expression in *Cldn5* iECKO mice (Figure 4A). Even so, these vessels remained resistant to histamine-induced leakage. In an attempt to enhance the loss of Claudin5 without causing lethality, mice were treated topically on the ear skin with 4-hydroxytamoxifen (Figure 4—figure supplement 1A). Resultant loss of Claudin5 protein increased to approximately 85% (Figure 4—figure supplement 1B). The use of a *Rosa26* ^lox-STOP-lox-YFP^ reporter revealed high levels of recombination, however some remaining Claudin5 protein could be seen in arterioles and post-arteriolar capillaries (Figure 4—figure supplement 1B). Furthermore, these mice showed a similar increase in histamine-induced 2000 kDa dextran leakage as systemically tamoxifen treated mice and arterial ECs were resistant to leakage, even when devoid of apparent Claudin5 expression (Figure 4—figure supplement 1C). The lack of arteriolar leakage could potentially be explained by selective expression of histamine receptors on post-arteriolar ECs. However, *Hrh1* and *Hrh2*, the main histamine receptors believed to be involved in EC barrier disruption (Adderley et al., 2015; Luo et al., 2013), were generally either absent or expressed evenly between EC subtypes in all tissues (Figure 4—figure supplement 1D, Figure 1—source data 1–4). 

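In ear skin BECs, *Hrh1* (ENSMUSG00000053004, chromosome 6 from 114397936 to 114483296) had a mean of 3.06 ± 3.54 CPM (SD, n = 2), with a read in 2 of 18 wells of replicate 1 and 10 of 229 wells of replicate 2. *Hrh2* (ENSMUSG00000034987, chromosome 13 from 54192129 to 54236180) had a read in 0 of 18 and 1 of 229 wells, the latter in the cluster with fibroblast, lymphatic and mural markers. A test of any difference in *Hrh1* between artery-like, capillary-like and vein-like BECs gave an adjusted p of 1.00 (edgeR quasi-likelihood test), and *Hrh2* had too few counts to be tested. The level of *Hrh1* in the sums of replicates 1 and 2 was 0 and 10.4 CPM in artery-like BECs, 2.47 and 0 CPM in capillary-like BECs, and 0.912 and 8.05 CPM in vein-like BECs. With the added filter at 100 CPM, vein-like against other BECs had a log2 fold change of 3.43 (standard error 2.05, adjusted p = 0.965). No difference between classes was detected, and evenness is not shown.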

*Hrh1* and *Hrh2* did however show a slight increase in the venous populations in tracheal and skeletal muscle ECs capillary populations of skeletal muscle, respectively.

**Figure 4.**
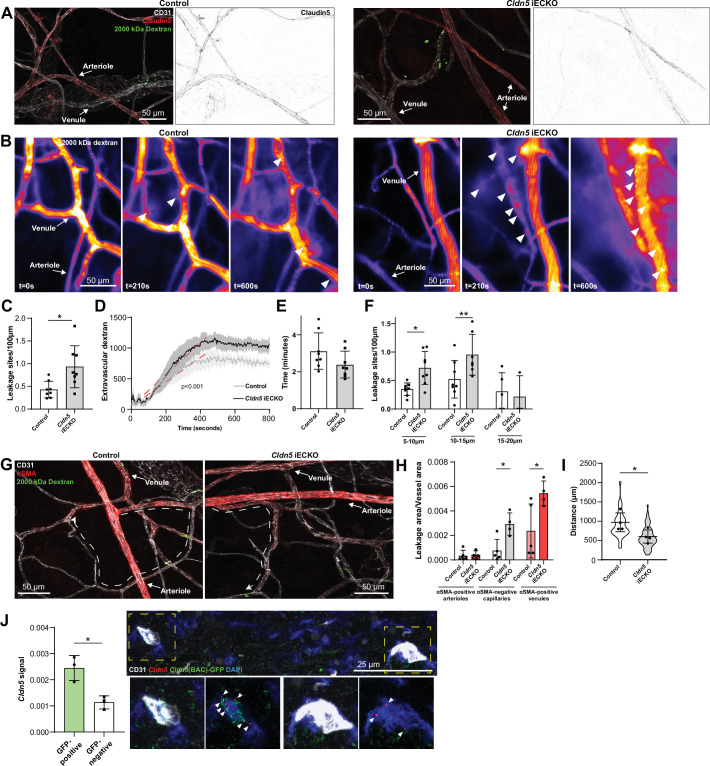
Loss of Claudin5 differentially affects vessel subtypes in the ear dermis. (**A**) Representative images of histamine-induced 2000 kDa dextran leakage in the ear skin of control (left) and *Cldn5* iECKO (right) mice. (**B**) Representative time-lapse images of 2000 kDa dextran leakage in response to intradermal histamine stimulation in the ear skin of control (left) and *Cldn5* iECKO (right) mice. Arrowheads show sites of leakage. (**C**) Leakage sites per vessel length in response to intradermal histamine stimulation in the ear skin of control and *Cldn5* iECKO mice. n≥7 mice, two or more acquisitions/mouse. (**D**) Quantification of extravascular 2000 kDa dextran over time in the ear skin of control and *Cldn5* iECKO mice following intradermal histamine stimulation. Red dashed lines represent lines of best fit for the slope between leakage initiation and leakage termination. n≥7 mice, two or more acquisitions/mouse. (**E**) Lag period between intradermal histamine injection and initiation of leakage in the ear skin of control and *Cldn5* iECKO mice. n≥7 mice, two or more acquisitions/mouse. (**F**) Leakage sites per length of post-arteriolar vessels of different diameter in response to intradermal histamine stimulation in the ear skin of control and *Cldn5* iECKO mice. n≥7 mice, two or more acquisitions/mouse. n≥7 mice, two or more acquisitions/mouse. (**G**) Representative images of 2000 kDa dextran leakage in response to systemic histamine stimulation in the ear skin of control and *Cldn5* iECKO mice counter-stained for αSMA. Dashed lines with arrows show distance from arteriolar/capillary transition to first site of leakage. (**H**) Leakage area/vessel area of 2000 kDa dextran in response to systemic histamine stimulation in αSMA-positive arterioles, αSMA-negative capillaries and αSMA-positive venules in the ear skin of control and *Cldn5* iECKO mice. n≥4 mice, 3 or more fields of view/mouse. (**I**) Distance between arteriolar-capillary branch points and the first site of 2000 kDa dextran leakage in response to systemic histamine stimulation in the ear skin of control and *Cldn5* iECKO mice. n≥4 mice, 3 or more fields of view/mouse. (**J**) *Cldn5* mRNA expression in *Cldn5*(BAC)-GFP-positive and -negative vessels of the ear skin. Left, quantification of *Cldn5* signal (*Cldn5* mRNA particles/vessel area). Right, representative image. Dashed boxes are magnified below, arrowheads mark *Cldn5* mRNA particles. n=3 mice, 4 or more fields of view/mouse. Error bars; mean ± SD. Statistical significance: two-tailed paired Student’s t test (**C, E–J**) and linear regression and ANCOVA (**D**).

**Figure 4—figure supplement 1.**
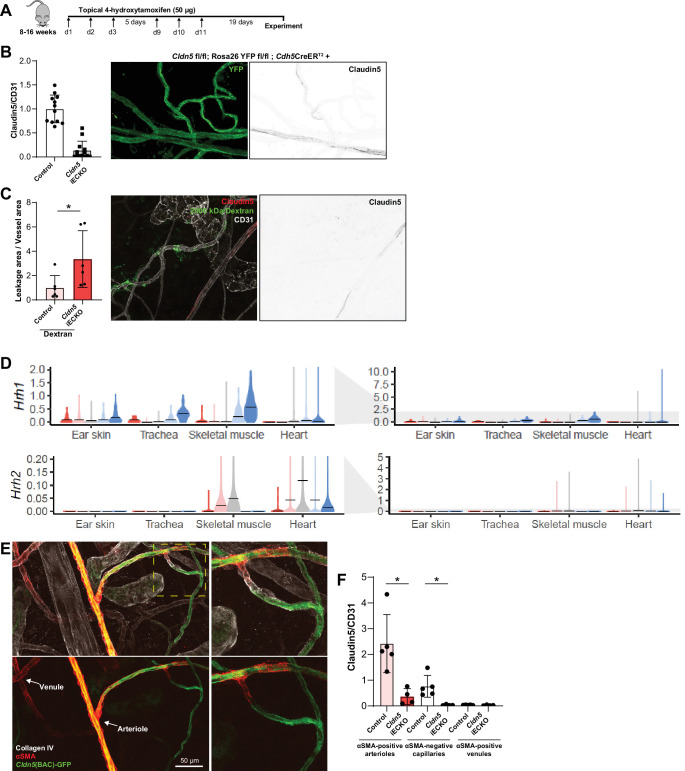
4-hydroxytamoxifen-mediated Claudin5 loss, histamine receptor expression and vessel-specific leakage in *Cldn5* iECKO mice. (**A**) Schematic illustration of topical 4-hydroxytamoxifen regime. (**B**) Claudin5 protein expression in the ear skin of control and *Cldn5* iECKO mice following topical tamoxifen treatment. Left, quantification. Right, representative image of Claudin5 expression in *Cldn5 ^fl/fl^; Rosa26^l^*^ox-STOP-lox-YFP^; *Cdh5*^CreERT2^ mice following tamoxifen treatment. (**C**) Leakage of 2000 kDa dextran in the ear skin of topically tamoxifen treated control or *Cldn5* iECKO mice in response to histamine (10 mg/kg). Left, quantification. Right, representative image of leakage and Claudin5. (**D**) Violin plots for gene expression of histamine receptors *Hrh1* and *Hrh2*. Gene expression was normalized to account for differences in sample library size and imputed to account for dropouts in the data as described in Methods. (**E**) Image showing the expression of *Cldn5*(BAC)-GFP and αSMA in the mouse ear dermis. Dashed box is shown magnified to right. (**F**) Quantification of Claudin5 expression in αSMA-positive arterioles, αSMA-negative capillaries and αSMA-positive venules in control and *Cldn5* iECKO mice. Error bars; mean ± SD. Statistical significance: two-tailed paired Student’s t test.

Intravital visualisation of vascular leakage following intradermal histamine administration confirmed the EC barrier protective properties of Claudin5, with more leakage sites being induced per vessel length after histamine stimulation in the *Cldn5* iECKO ear dermis (Figure 4B and C and Video 2). The extent of barrier disruption at each site of leakage was also increased, with individual leakage sites exhibiting enhanced extravasation of dextran following Claudin5 loss (Figure 4D). The time lag of endothelial response to stimulation was however unchanged, with leakage occurring approximately 3 min after stimulation in *Cldn5* iECKO mice and their controls (Figure 4E).

**Video 2.** Histamine-mediated leakage in control and *Cldn5* iECKO mice. Extravasation of circulating 2000 kDa FITC Dextran (pseudocolor) in control (left) and *Cldn5* iECKO (right) mice after intradermal injection of histamine in the ear dermis.

We next explored in which vessel subtype leakage was enhanced following Claudin5 loss. Segregation of vessels into their subtypes in the dermis is, however, complicated by their stochastic organisation. Thus, determining precisely which vessels are affected by loss of Claudin5 is not possible. Post-arteriolar vessels were thus instead separated based on luminal dextran diameter. This analysis showed that small vessels (5–10 µm) and subsequent mid-sized venules (10–15 µm) leaked to a greater degree following the loss of Claudin5. In contrast, larger venules (15–20 μm) showed no change in leakage (Figure 4F). To explore further where these vessels lie within the vasculature, analysis of systemically-induced histamine leakage was carried out alongside visualisation of α-smooth muscle actin (αSMA), which is absent on capillaries but present on the arteriolar and venular aspect of the microvasculature. In the ear skin of *Cldn5*(BAC)-GFP mice, arteriolar αSMA coverage can be seen to end before *Cldn5*(BAC)-GFP expression, whilst its venular expression begins after *Cldn5*(BAC)-GFP expression has been lost (Figure 4—figure supplement 1E). *Cldn5*(BAC)-GFP expression is thus lost in the αSMA-negative capillary bed. Based on this segregation we observed an almost total loss of Claudin5 levels in capillaries and a 75% reduction in αSMA-positive arterioles (Figure 4—figure supplement 1F). Following histamine stimulation, analysis showed a 2.5-fold increase in leakage from αSMA-positive venules and a fourfold increase in leakage in αSMA-negative capillaries in *Cldn5* iECKO mice (Figure 4G and H). Furthermore, in *Cldn5* iECKO mice, leakage sites appeared closer to arterioles than in controls (Figure 4I). As expected, any dextran signal associated with arterioles was negligible and unaffected by the loss of Claudin5.

This data demonstrates that loss of Claudin5 decreases the junctional integrity of capillaries and venules, at least in the ear skin, and moves the limit between leakage resistant and susceptible ECs towards the arteriolar aspect. It is surprising that the phenotypic effects of *Cldn5* recombination is established in vessels seemingly negative for Cldn5 according to immunohistochemistry and the GFP reporter mouse. Use of more sensitive RNA in situ hybridisation, however, showed that in *Cldn5*(BAC)-GFP-negative vessels *Cldn5* expression still occurred, albeit to a considerably lower level than *Cldn5*(BAC)-GFP-positive vessels, in keeping with the expression patterning observed from scRNAseq data (Figure 1F and Figure 4J).

From the highly sensitive RNA in situ detection of *Cldn5* expression in capillaries and postcapillary venules, we conclude that in the wild-type vasculature, Claudin5 is responsible for limiting the disruption of EC junctions in capillaries, but also in immediately following venules. Arterioles remain resistant to agonist-induced leakage, as do larger venules, presumably due to residual Claudin5 expression and the relatively high expression of other TJ components.

### Claudin5 modulates junction protein expression

The consequence of Claudin5 loss was further studied by transmission electron microscopy (TEM), with focus on non-arteriolar vessels in the ear dermis. In TEM images, the intercellular cleft is lined by parallel plasma membranes of contacting ECs and junctional complexes appear as electron dense structures following uranyl acetate staining. Analysis of the electron dense area, width and density showed that there was no obvious change in this junction structure after loss of Claudin5 (Figure 5A–C). In keeping with the enhanced leakage that we observed following the loss of Claudin5, greater disruption of the endothelial barrier was seen following histamine stimulation, allowing greater penetrance of horse radish peroxidase (HRP) into the intercellular cleft (Figure 5D).

**Figure 5.**
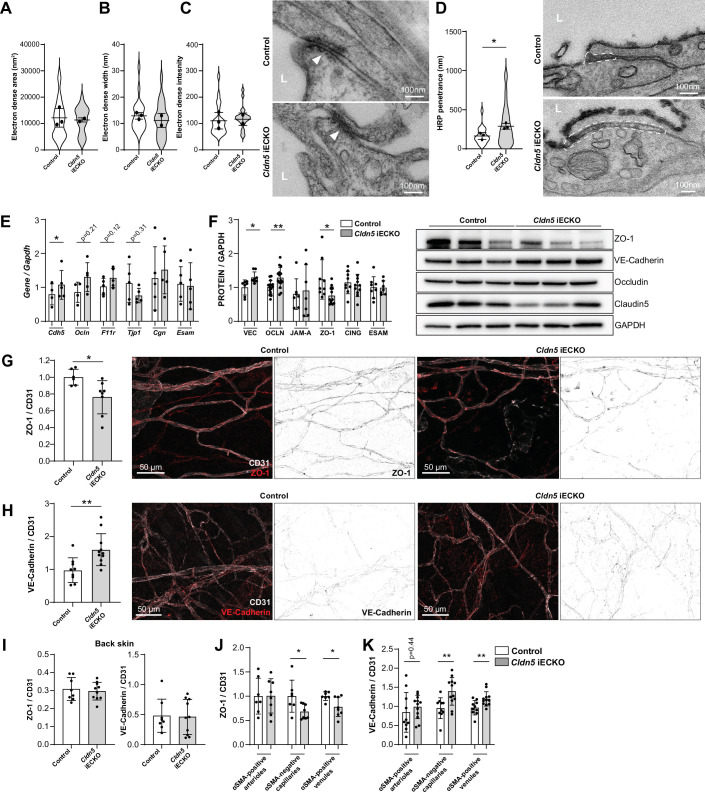
Claudin5 regulates junction protein expression. (**A–C**) Area (**A**) width (**B**) and intensity (**C**) of electron dense regions in the ear skin of control and *Cldn5* iECKO mice after visualisation by TEM. Right, representative TEM images of junctions in the ear skin of control and *Cldn5* iECKO mice. Junctions can be seen within electron dense regions (arrowheads). L, lumen. n≥2 mice, 6 or more fields of view/mouse. (**D**) Distance of HRP penetrance into EC junctions in the ear skin of control and *Cldn5* iECKO mice following systemic histamine stimulation. Right, representative TEM images of HRP penetrance (visualized by electron dense 3,3′-Diaminobenzidine (DAB) reaction precipitate) into EC junctions in the ear skin of control and *Cldn5* iECKO mice following systemic histamine stimulation. Dashed regions show areas of disrupted junction into which HRP has penetrated. Note that the typical electron dense area is lacking due to absence of uranyl acetate staining. L, lumen. n≥2 mice, 6 or more fields of view/mouse. (**E**) Gene expression of AJ- and TJ-associated genes in lung lysates of control and *Cldn5* iECKO mice. n≥4 mice. (**F**) Expression of AJ- and TJ- associated proteins in lung lysates of control and *Cldn5* iECKO mice. Right, representative western blots of AJ- and TJ- associated proteins in lung lysates of control and *Cldn5* iECKO mice. n≥4 mice. (**G**) Expression of ZO-1 in ear skin blood vessels of control and *Cldn5* iECKO mice. Left, quantification of ZO-1. Right, representative images of ZO-1 in the ear skin of control and *Cldn5* iECKO mice. n≥6 mice, 3 or more fields of view/mouse. (**H**) Expression of VE-Cadherin in ear skin blood vessels of control and *Cldn5* iECKO mice. Left, quantification of VE-Cadherin. Right, representative images of VE-Cadherin in the ear skin of control and *Cldn5* iECKO mice. n≥9 mice, 3 or more fields of view/mouse. (**I**) Quantification of ZO-1 (left) and VE-Cadherin (right) in back skin blood vessels of control and *Cldn5* iECKO mice. n≥8 mice, 2 or more fields of view/mouse. (**J**) Quantification of ZO-1 in different vessel subtypes in the ear skin of control and *Cldn5* iECKO mice. n≥3 mice, 3 or more fields of view/mouse. (**K**) Quantification of VE-Cadherin in different vessel subtypes in the ear skin of control and *Cldn5* iECKO mice. n≥3 mice, 3 or more fields of view/mouse. Error bars; mean ± SD. Statistical significance: two-tailed paired Student’s t test.

**Figure 5—figure supplement 1.**
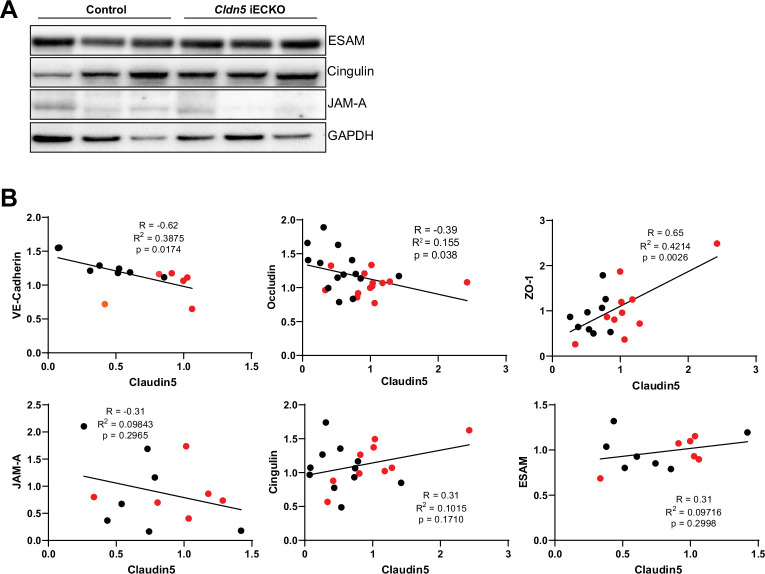
Endothelial junction protein expression in *Cldn5* iECKO mice. (**A**) Representative western blots of ESAM, Cingulin, and JAM-A expression in control and *Cldn5* iECKO mouse lung lysates. (**B**) Scatter graphs showing the correlation between Claudin5 expression levels and other EC junction proteins in mouse lung lysates. Both control (red dots) and *Cldn5* iECKO (black dots) mice are represented. Line of best fit following linear regression analysis is shown.

The lack of apparent change in junction structure, but change in junction integrity, is surprising but may be explained by compensatory changes in junction composition. It is known that Claudin5 expression, through transcriptional cross-talk, can be controlled through VE-Cadherin and JAM-A (Taddei et al., 2008; Kakogiannos et al., 2020). Whether Claudin5 expression reciprocally controls the expression of other junctional proteins is unknown. We therefore investigated the expression of cell-cell adhesion proteins in *Cldn5* iECKO mice. Initially, lung RNA was screened for the expression of the AJ gene *Cdh5* (VE-Cadherin) and common TJ genes *Tjp1* (ZO-1), *Ocln* (Occludin), *F11r* (JAM-A), *Cgn* (Cingulin), and *Esam* (ESAM). Following *Cldn5* KO, small increases in *Cdh5*, *Ocln* and *F11r* expression, but a decrease in *Tjp1* expression was observed (Figure 5E). Subsequent analysis of lung protein samples confirmed the enhanced protein expression of VE-Cadherin and Occludin and decrease in ZO-1 (Figure 5F, Figure 5—figure supplement 1A). Correlation analysis of these samples also supported this finding, with Claudin5 expression levels inversely correlating with VE-Cadherin and Occludin and positively correlating with ZO-1, but not JAM-A, Cingulin, or ESAM (Figure 5—figure supplement 1B).

Immunohistochemistry analysis of the ear dermis similarly showed a downregulation of ZO-1 and an upregulation of VE-Cadherin in *Cldn5* iECKO mice (Figure 5G and H). Analysis of Occludin in these samples was precluded by its lack of expression in this vascular bed (Figure 1E). In contrast, ZO-1 and VE-Cadherin levels were unchanged in ECs of the back skin of *Cldn5* iECKO compared to control (Figure 5I). 

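In the larger set of ear skin wells kept by the filter at 100 CPM, which was added after the data had been seen, a read of *Ocln* was counted in 0 of 338 BECs of replicate 1, which allows a share of up to 0.888%, and in 1 of 363 BECs of replicate 2 (0.275%, 95% interval 0.00697 to 1.53). The median of the reads per well was 142614 in the former and 92974 in the latter. These BECs came from untreated wild-type mice, whereas *Cldn5* iECKO mice were not sequenced.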

In the ear skin, VE-Cadherin and ZO-1 expression was further investigated to determine in which vessel types, according to αSMA expression, their change in expression is occurring. ZO-1 expression was found to be significantly decreased specifically in venules whilst VE-Cadherin was equally upregulated in both capillaries and venules, but not in arterioles (Figure 5J and K).

Claudin5 expression thus regulates the expression and localisation of other EC junction components. Consequently, whilst Claudin5 loss results in no overt changes in junction structure, in a tissue-specific manner it alters the regulatable and dynamic nature of the remaining junctional complex leading to changes in barrier stability.

## Discussion

The EC barrier consists of a variety of transmembrane cell adhesion molecules, creating endothelial junctions of highly variable composition and strictness. However, the correlation between specific expression patterns of cell adhesion molecules and the barrier strictness have remained unclear. Here, we investigated the heterogeneous nature of the BEC barrier and uncovered its composition and integrity in non-CNS, continuous endothelia. Broadly, vessels in the ear skin, back skin, trachea, skeletal muscle, and the heart share a similar complement of AJ and TJ genes. Still, subtle variation in their relative distribution between different vessel subsets are often evident, as is variability in EC barrier integrity and response to stimulation in diverse tissues. Differential gene expression analysis revealed variable gene expression between vessel subsets within tissues, which is provided as a resource along with expression values of genes typically associated with junction regulation and integrity (Figure 1—figure supplements 3 and 5, Figure 1—source data 1–5). Generally, transmembrane TJ genes were found to be expressed to a greater degree in the arterial aspect of the microvasculature. In particular, *Cldn5* stands out in this analysis as it exhibited a large gradual decrease in expression from arterioles through capillaries to venules in all tissues analysed, including in the human dermis. Previously we have shown that, in the ear skin, Claudin5 expression inversely correlates with susceptibility to VEGF-A-induced leakage, with capillaries possessing a mixture of Claudin5-positive and -negative cells being responsive to leakage stimulation (Honkura et al., 2018). This correlation however does not extend to other vascular beds such as the back skin and trachea, in which the leakage permissive vasculature was shifted away from the capillary region toward the venous side. To fully address why Claudin5-negative capillaries in the trachea might be resistant to leakage requires more extensive insights into the junctional organisation in these organs. Of note, whilst tracheal capillaries might be resistant to leakage, the trachea shows a much larger leakage response overall than the ear skin. The back skin similarly showed a larger leakage response than the ear skin. These data reveal the highly heterogeneous nature of barrier integrity and patterning across different tissues.

Differential regulation of EC barrier integrity in tissue-specific vasculatures was also observed following removal of Claudin5 in adult mice. We find that outside of the CNS, the largest influence of Claudin5 is in the ear skin among the organs analysed, with a more modest loss in barrier integrity also observed in back skin and tracheal vasculatures. Similarly, a significant loss in barrier integrity was seen in the ear skin, but not the back skin, following the loss of Claudin5 in an Oxazolone-induced model of dermatitis. EC barrier integrity in skeletal muscle and heart meanwhile showed no change following the loss of Claudin5. This observation might be explained by the expression patterning of *Cldn5*, which declines more proximal to the arterial side along the arteriovenous axis in skeletal muscle than tissue such as the ear skin (Figure 1F). Alternatively, we observe expression of other TJ genes, such as *Ocln*, *Nectin2* and *Nectin3*, in skeletal muscle and heart which are not evident in the other tissues analysed. Other studies have demonstrated a barrier protective role for Occludin, nectin-2 and nectin-3 in vitro (Martin et al., 2013; Son et al., 2016; Murakami et al., 2009), but further studies are required to establish whether these actively participate in EC barrier integrity in vivo (Saitou et al., 2000).

In keeping with previous observations in the brain, loss of Claudin5 did not alter BEC junction structure in the ear dermis (Nitta et al., 2003). Similarly, loss of VE-Cadherin in the lungs enhances barrier permeability without causing any structural defects (Duong et al., 2020). Interestingly, concomitant loss of ESAM along with VE-Cadherin produces more overt changes in junction structure and enhances loss of barrier integrity, highlighting the redundant organisation of the EC barrier (Duong et al., 2020). Furthermore, interpretation of models that manipulate the EC barrier are often complicated by compensatory effects in gene expression. For example, VE-cadherin has been found to be a major regulator of EC gene expression (Morini et al., 2018). Assembly of VE-Cadherin junctions upregulates Claudin5 expression, whilst its loss leads to compensatory upregulation of N-Cadherin (Taddei et al., 2008; Giampietro et al., 2012). We find here in vivo that Claudin5 can reciprocally alter expression of VE-Cadherin, as well as Occludin and ZO-1 (Figure 5E and F). Tight junctions have previously been suggested to control gene expression through ZO-1’s tension-dependent interaction with the ZO-1–associated nucleic acid binding protein (ZONAB) (Balda and Matter, 2000; Spadaro et al., 2017). When under tension ZO-1 can interact with ZONAB, resulting its junctional sequestering. ZO-1 also interacts with Claudins through their PDZ domains (Itoh et al., 1999). Loss of junctional Claudin5 and resulting dislocation of junctional ZONAB may thus modify the EC transcriptome. Upregulation of VE-Cadherin meanwhile may explain the lack of structural defects of junctions in *Cldn5* iECKO mice. Moreover, in contrast to Claudin5, VE-Cadherin at junctions is highly dynamic and its localisation is regulated by numerous cytokines and growth factors that affect its phosphorylation status (Smith et al., 2020; Orsenigo et al., 2012; Eliceiri et al., 1999). Upregulation of VE-Cadherin by Claudin5 deficiency is therefore likely to produce junctions that are less stable and subject to higher turnover in a stimulatory environment.

Collectively, the data in this study highlights the variable regulation and integrity of the EC barrier in various vascular beds and demonstrates a distinct role for Claudin5 in the EC barrier integrity of different tissues. The mechanisms underlying such organotypic barrier integrity and differential patterning of junctional components are currently poorly understood. Pericytes are known to be essential for maintenance of the tight BBB (Armulik et al., 2010). Outside of the CNS however pericyte coverage is comparatively low and whether coverage differs between non-CNS vascular beds is unknown. Barrier integrity may also be regulated by basement membrane components such as laminin α5, which enhances VE-Cadherin stability at cell-cell junctions (Richards et al., 2021; Song et al., 2017). Similar to pericytes, basement membrane coverage differs between different vascular beds, as well as between vessel subtypes (Richards et al., 2021; Di Russo et al., 2017). Whether basement membrane components significantly define EC junction composition however is currently unknown. A better understanding of basement membrane, as well as pericyte, coverage however would provide potential new means of manipulating EC biology for therapeutic benefit.

In conclusion, this study provides an in-depth characterisation and comparison of the EC barrier in numerous organs. Furthermore, in accordance with its role in forming the tight BBB and BRB in the CNS, we find that Claudin5 influences vascular permeability in peripheral vascular beds, albeit in an organotypic and vessel-type manner. The impact of Claudin5 in organ-specific vascular permeability was demonstrated by the direct correlation between its expression and high barrier integrity in some, but not all vascular beds. Variability in the pattering of the EC barrier between vascular beds and vessel subtypes,as well as the redundancy, interdependency and crosstalk between different junction components have remained poorly defined. Understanding the role of different EC components in various vascular beds will allow us to better appreciate organ-specific defects in vascular permeability and how they may be therapeutically targeted.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Genetic reagent (*Mus musculus*)	C57BL/6 J	Taconic	B6-F/M	
Genetic reagent (*Mus musculus*)	*Cldn5(BAC)-GFP*	Laviña et al., 2018	N/A	
Genetic reagent (*Mus musculus*)	*Cldn5 iECKO*	This paper	N/A	See Figure 3—figure supplement 1 and Methods-Animals
Genetic reagent (*Mus musculus*)	*Cldn5^fl/fl^*; *Rosa26^lox-STOP-lox-YFP^*; *Cdh5*^CreERT2^	This paper	N/A	See Methods-Animals
Antibody	Mouse monoclonal anti-GAPDH	Millipore	MAB374	1:1,000
Antibody	Rat monoclonal anti-CD31	BD Biosciences	553370	1:100
Antibody	Goat polyclonal anti-CD31	R&D Systems	AF3628	1:100
Antibody	Goat polyclonal anti-VE-Cadherin	R&D Systems	AF1002	1:100, 1:1000
Antibody	Chicken polyclonal anti-GFP	Abcam	Ab13970	1:100
Antibody	Rabbit polyclonal anti-Claudin5	ThermoFischer Scientific	341600	1:100, 1:1000
Antibody	Rabbit polyclonal anti-ZO-1	ThermoFischer Scientific	617300	1:100, 1:1000
Antibody	Rabbit polyclonal anti-Occludin	ThermoFischer Scientific	711500	1:1,000
Antibody	Rabbit monoclonal anti-JAM-A	Martìn-Padura et al., 1998	N/A	1:1000
Antibody	Rabbit polyclonal anti-Cingulin	Cardellini et al., 1996	N/A	1:1000
Antibody	Goat polyclonal anti-ESAM	R&D Systems	AF2827	1:1000
Antibody	Goat polyclonal anti-collagen IV	Merck Millipore	AB789	1:100
Antibody	Mouse monoclonal anti-αSMA FITC	Sigma Aldrich	F3777	1:100
Antibody	Mouse monoclonal anti- αSMA Cy3	Sigma Aldrich	C6198	1:100
Antibody	Rat monoclonal Anti-CD16/32	ThermoFischer Scientific	14-0161-85	1:100
Antibody	Rat monoclonal Anti-CD31 FITC	BD Biosciences	553372	1:50
Antibody	Rat monoclonal Anti-CD45 APC	BioLegend	103112	1:50
Antibody	Rat monoclonal Anti-Lyve1 eFluor 660	ThermoFischer Scientific	50–0443082	1:50
Antibody	Donkey polyclonal anti-rat alexa 488	ThermoFischer Scientific	A21208	1:400
Antibody	Donkey polyclonal anti-rat alexa 594	ThermoFischer Scientific	A21209	1:400
Antibody	Donkey polyclonal anti-rabbit alexa 488	ThermoFischer Scientific	A21206	1:400
Antibody	Donkey polyclonal anti-rabbit alexa 568	ThermoFischer Scientific	A10042	1:400
Antibody	Donkey polyclonal anti-goat alexa 647	ImmunoResearch Laboratories	705-605-147	1:400
Antibody	Donkey polyclonal anti-chicken alexa 488	ImmunoResearch Laboratories	703-545-155	1:400
Antibody	Sheep polyclonal anti-mouse HRP	Cytiva	NA931	1:10,000
Antibody	Sheep polyclonal anti-rabbit HRP	Cytiva	NA934	1:10,000
Sequence-based reagent	*Cldn5* probe	ACD Bio	491611-C2	
Sequence-based reagent	3-plex negative control probes	ACD Bio	320871	
Sequence-based reagent	3-plex positive control probes	ACD Bio	320811	
Sequence-based reagent	*GAPDH*	ThermoFischer Scientific	Mm99999915_g1	
Sequence-based reagent	*Cldn5*	ThermoFischer Scientific	Mm00727012_s1	
Sequence-based reagent	*Cdh5*	ThermoFischer Scientific	Mm00486938_m1	
Sequence-based reagent	*Tjp1*	ThermoFischer Scientific	Mm01320638_m1	
Sequence-based reagent	*Ocln*	ThermoFischer Scientific	Mm00500912_m1	
Sequence-based reagent	*F11r*	ThermoFischer Scientific	Mm00554113_m1	
Sequence-based reagent	*Cgn*	ThermoFischer Scientific	Mm01263534_m1	
Sequence-based reagent	*Esam*	ThermoFischer Scientific	Mm00518378_m1	
Peptide, recombinant protein	Collagenase IV	Worthington	LS004183	
Peptide, recombinant protein	DNase I	Worthington	LS006333	
Peptide, recombinant protein	HRP	SigmaAldrich	77332	
Commercial assay or kit	RNAscope Fluorescent Multiplex Assay	ACD Bio	322340, 320851	
Commercial assay or kit	RNeasy Plus kit	Qiagen	74034	
Commercial assay or kit	iScript Adv cDNA Kit for RT-qPCR	Bio-Rad	1725038	
Chemical compound, drug	Tamoxifen	SigmaAldrich	T5648	
Chemical compound, drug	4-hydroxytamoxifen	SigmaAldrich	H7904	
Chemical compound, drug	Oxazolone	SigmaAldrich	E0753	
Chemical compound, drug	Histamine	SigmaAldrich	H7125	
Other	Live/Dead near IR cell stain	ThermoFischer Scientific	L10119	See Materials and methods-Ear dermal single cell isolation
Other	Phosphatase inhibitor cocktail	Roche	04906837001	See Materials and methods-Western blot analysis
Other	LDS sample buffer	Invitrogen	NP0007	See Materials and methods-Western blot analysis
Other	Sample reducing agent	Invitrogen	NP0009	See Materials and methods-Western blot analysis
Other	MOPS SDS running buffer	Invitrogen	NP0001	See Materials and methods-Western blot analysis
Other	PVDF membrane	Thermofischer Scientific	88518	See Materials and methods-Western blot analysis
Other	NuPAGE transfer buffer	Novex	NP006	See Materials and methods-Western blot analysis
Other	RNAlater	ThermoFischer Scientific	AM7024	See Materials and methods-quantitative PCR
Other	2000 kDa FITC Dextran	SigmaAldrich	FD2000S	See Materials and methods-permeability analysis
Other	2000 kDa TRITC Dextran Lysine Fixable	ThermoFischer Scientific	D7139	See Materials and methods-permeability analysis
Other	10 kDa TRITC Dextran	ThermoFischer Scientific	D1817	See Materials and methods-permeability analysis
Other	4 kDa TRITC Dextran	Tdb labs	TD4	See Materials and methods-permeability analysis
Other	10 kDa FITC Dextran	Tdb labs	FD10	See Materials and methods-permeability analysis
Other	70 kDa TRITC Dextran	Tdb labs	TD70	See Materials and methods-permeability analysis
Other	2000 kDa FITC Dextran lysine fixable	Tdb labs	FLD2000	See Materials and methods-permeability analysis
Other	Anti-Isolectin GS-IB4	Molecular Probes	I32450	See Materials and methods-Immunohistochemistry

### Animals

For generation of a mouse ear dermal scRNAseq dataset, wild-type female C57BL/6 J mice aged 8–16 weeks were used. *Cldn5*^flox/flox^ were generated by Taconic by flanking the sole exon with *loxP* sites, introduced by homologous recombination on the genetic C57Bl/6 black background (Figure 3—figure supplement 1A). This strain was crossed with Cdh5(PAC)-CreER^T2^ mice (kind gift from Dr. Ralf Adam, Max-Planck Institute Münster) to generate endothelial specific knockout of *Cldn5. Cldn5*(BAC)-GFP mice have been described previously (Honkura et al., 2018; Laviña et al., 2018). To monitor Cre recombinase activity with YFP expression, the fluorescent reporter mouse line B6.129 × 1-Gt(ROSA)26Sor^tm1(EYFP)Cos^/J (Stock Number 006148, The Jackson Laboratory) was introduced. Both males and females, aged 8–18 weeks, were included in experiments. In vivo animal experiments were carried out in accordance with the ethical permit provided by the Committee on the Ethics of Animal Experiments of the University of Uppsala (permit 6789/18). Mice were maintained in ventilated cages with group housing (2–5 per cage) and access to water and feed ad libitum. Each experiment was conducted on tissue from at least three age-matched animals representing individual biological repeats. Sample size (number of acquired images / movies and number of mice) were chosen to ensure reproducibility and allow stringent statistical analysis. To induce Cre recombinase-mediated gene recombination tamoxifen (SigmaAldrich, T5648) was injected intraperitoneally (1 mg/day) for 5 consecutive days. The mice were allowed to rest for 5 days before experiments were conducted. For topical tamoxifen induction 50 μg of 4-hydroxytamoxifen (SigmaAldrich, H7904) in acetone was applied to each side of the mouse ear for 3 consecutive days twice. Experiments were conducted 30 days after initial treatment (Figure 4—figure supplement 1A).

### Intravital vascular leakage assay

Intravital imaging of the mouse ear with intradermal injection has been described previously (Honkura et al., 2018). Briefly, following systemic administration of 2000 kDa FITC (SigmaAldrich, FD2000S) or TRITC Dextran (ThermoFischer Scientific, D7139) by tail-vein injection, mice were sedated by intraperitoneal injection of Ketamine-Xylazine (120 mg/kg Ketamine, 10 mg/kg Xylazine) and the ear secured to a solid support. Mice were maintained at a body temperature of 37 °C for the entire experiment, maximum 90 min. Time-lapse imaging was performed using single-photon microscopy (Leica SP8). For intradermal EC stimulation, a volume of approximately 0.1 μl histamine (SigmaAldrich, H7125), concentration 10 ng/μl, was injected using a sub-micrometer capillary needle. 10 kDa TRITC Dextran (ThermoFischer Scientific, D1817) was used as a tracer. Leakage sites were identified in time-lapse imaging as defined sites of concentrated dextran in the extravascular space.

### Permeability analysis

To assess EC permeability, all tissues were cleaned of excess cartilage, fat and connective tissue. Skeletal muscle was assessed using the tibialis anterior.

To analyse baseline permeability mixtures of dextran (Tdb labs; 4 kDa, TD4, 10 kDa, FD10, 70 kDa, TD70) (20 g/kg) were injected systemically through the tail vein. Four hours later mice were anesthetized with Ketamine/Xylazine before intracardiac perfusion with Dulbecco’s phosphate buffered saline (DPBS). Tissues were dissected, washed in DPBS and incubated in formamide for 48 hr at 55 °C. Dextran fluorescence was then measured using a spectrophotometer and normalized to tissue weight.

To assess histamine induced leakage microscopically, mixtures of 2000 kDa lysine fixable dextran (FITC, Tdb labs; TRITC, ThermoFischer Scientific, D7139) (20 g/kg) with histamine (4 or 10 mg/kg) were injected systemically through the tail vein. Ten minutes later, mice were anesthetized with Ketamine/Xylazine before intracardiac perfusion with DPBS followed by 1% paraformaldehyde. Tissues were then immersed in 1% paraformaldehyde for 2 hr before proceeding with immunohistochemistry. For leakage quantification at least three large tile scan areas (≥1 mm^2^) were captured for each mouse.

### Oxazolone-induced dermatitis

Mice were pre-sensitized using 50 μl of 2% Oxazolone in acetone to the belly. After 5 days, mice were treated with 2% Oxazolone (10 μl to the ear, 50 μl to the shaved back skin). Twenty-four hr later mice were injected systemically through the tail vein with a mixture of 2000 kDa lysine fixable dextran (TRITC, ThermoFischer Scientific, D7139) (20 g/kg). Tracers were allowed to circulate for 1 hr before mice were anesthetized with Ketamine/Xylazine and intracardiac perfusion with DPBS followed by 1% paraformaldehyde was carried out. Tissues were then immersed in 1% paraformaldehyde for 2 hr before proceeding with immunohistochemistry.

### Immunohistochemistry

Tissues were fixed through intracardiac perfusion with 1% paraformaldehyde (PFA) followed by immersion in 1% PFA for 2 hr at room temperature. For whole mount preparation of the ear skin, back skin and trachea removal of excess cartilage, fat and connective tissue tissues was carried out. Tissues were blocked overnight at 4 °C in Tris-buffered saline (TBS), 5% (w/v) Bovine Serum Albumin (BSA), 0.2% Triton X-100. Samples were incubated overnight with primary antibody in blocking solution, followed by washing in TBS, 0.2% Triton X-100 and incubation with appropriate secondary antibody for 2 hr at room temperature in blocking buffer before washing and mounting in fluorescent mounting medium (DAKO).

For assessment of skeletal muscle (tibialis anterior) and heart tissues were equilibrated in 30% sucrose before being embedded in optimal cutting temperature (OCT). Sections consisted of 100 µm vibratome sections covering the whole tibialis anterior along its long axis and transverse sections of the left ventricle of the heart. Sections were blocked for 30 min at room temperature in Tris-buffered saline (TBS), 5% (w/v) Bovine Serum Albumin (BSA), 0.2% Triton X-100. Samples were incubated for 2 hr with primary antibody in blocking solution, followed by washing in TBS, 0.2% Triton X-100 and incubation with appropriate secondary antibody for 1 hr at room temperature in blocking buffer before washing and mounting in fluorescent mounting medium (DAKO). Images were acquired using a Leica SP8 confocal microscope.

Commercial antibodies used were: rat anti-CD31 (BD Biosciences, 553370), goat anti-CD31 (R&D Systems, AF3628), goat anti-VE-Cadherin (R&D Systems, AF1002), chicken anti-GFP (Abcam, ab13970) (1:400), rabbit anti-Claudin5 (ThermoFischer Scientific, 341600), rabbit anti-ZO-1 (ThermoFischer Scientific, 617300), goat anti-Collagen IV (Merck Millipore, AB789), mouse anti-αSMA FITC (Sigma Aldrich, F3777), mouse anti-αSMA Cy3 (Sigma Aldrich, C6198), *Griffonia simplicifolia* Isolectin GS-IB4 (Molecular Probes, I32450) (1:400). Secondary antibodies against rat (ThermoFischer Scientific; Alexa 488, A21208 and Alexa 594, A21209), rabbit (ThermoFischer Scientific; Alexa 488, A21206 and Alexa 568, A10042), goat (ImmunoResearch Laboratories, Alexa 647, 705-605-147) and chicken (ImmunoResearch Laboratories, Alexa 488, 703-545-155) were used. Primary and secondary antibodies were prepared at a dilution of 1:100 and 1:400, respectively unless otherwise stated.

### In situ RNA hybridisation

Detection of *Cldn5* mRNA in the ear dermis was performed using RNAscope Fluorescent Multiplex Assay (ACD Bio, 322,340 and 320851) according to the manufacturer’s instructions (https://www.acdbio.com). Briefly, 10 µm transverse cryosections of the ear dermis were fixed in chilled 4% PFA for 15 minutes (4 °C) then dehydrated by incubating in increasing concentrations of ethanol (50%, 75%, 100%, 100% for 5 minutes each). Following protease IV digest (30 min at RT), Cldn5 probe (ACD Bio, 491611-C2) was hybridized on the tissue sections for 2 hr at 40 °C. 3-plex negative (ACD Bio, 320871) and positive (ACD Bio, 320811) controls were used to confirm signal specificity. Signal amplification and detection was conducted using reagents included in the Fluorescent Multiplex Reagent Kit. Following the RNAscope procedure, sections were immediately counterstained with Hoechst (Molecular Probes, H3570) (1:1000), *Griffonia simplicifolia* Isolectin GS-IB4 (Molecular Probes, I32450) and αSMA (Sigma Aldrich, F3777) (1:300) for 1 hr at RT to visualize nuclei, blood vessels, and mural cells, respectively. Images were acquired using a Leica SP8 confocal microscope with at least three sections analysed / mouse. Fluorescent dots representing one mRNA molecule were quantified in *Cldn5*(BAC)-GFP-negative and -positive vessels before normalising to these vessel areas. Images were acquired using a Leica SP8 confocal microscope with at least 3 sections analysed / mouse. Fluorescent dots representing one mRNA molecule were quantified in *Cldn5*(BAC)-GFP-negative and -positive vessels before normalising to the respective vessel areas.

### Ear dermal single-cell isolation

Following cervical dislocation, ears of wild-type C57BL/6 J mice were collected and mechanically disrupted before enzymatic dissociation in 10 mg/ml Collagenase IV (Worthington, LS004183), 0.2% FBS and 0.2 mg/ml DNase I (Worthington, LS006333) in PBS at 37 °C for 20 min. Following removal of debris using a 50 µm filter, cells were resuspended in FACS buffer (0.5% FBS, 2 mM EDTA in PBS) and incubated with an anti-CD16/32 antibody (ThermoFischer Scientific, 14-0161-85) on ice for 10 min. Subsequently, cells were incubated with antibodies against CD31-FITC (BD Biosciences, 553372), CD45-APC (BioLegend, 103112) and Lyve1-eFluor 660 (ThermoFischer Scientific, 50-0443-82) for 30 min before washing and addition of live/Dead near IR cell stain (ThermoFischer Scientific, L10119) to distinguish viable cells. CD31+/CD45-/Lyve1- cells were obtained by FACS following filtration through a 50 µm mesh using a BD FACSAria III (100  μm nozzle size, 20 psi sheet pressure) at the BioVis core facility at the Department of Immunology, Genetics and Pathology (IGP), Uppsala University. Cells were captured directly into 2.3 μl lysis buffer (0.2% Triton-X Sigma, cat: T9284), 2 U/μl RNase inhibitor (ClonTech, cat: 2,313B), 2  mM dNTP’s (ThermoFisher Scientific, cat: R1122), 1  μM Smart-dT30VN (Sigma), ERCC 1:4 × 10^7^ dilution (Ambion, cat: 4456740) in 384-well plates prior to library preparation.

### Smart-seq2 library preparation and sequencing

Single-cell libraries were prepared as described previously (Picelli et al., 2014), with the following specifications: 0.0025  μl of a 1:40,000 diluted ERCC spike-in concentration stock and all cDNA was amplified with 22 PCR cycles before QC control with a Bioanalyzer (Agilent Biosystems). The libraries were sequenced on a HiSeq2500 at the National Genomics Infrastructure (NGI), Science for Life Laboratory, Sweden, with single 50 bp reads (dual indexing reads). All single-cell transcriptome data were generated at the Eukaryotic Single-cell Genomics facility at Science for Life Laboratory in Stockholm, Sweden.

### Data processing

Raw data for ear skin sequencing data was aligned to the mouse reference genome mm10 with tophat (v.2.1.1) (Kim et al., 2013), duplicated reads were filtered out using the samtools software (v.0.1.18), and gene counts were summarized using *featureCounts* function from the Subread package (v.1.4.6-p5) (Liao et al., 2014). Raw counts of trachea and heart BEC generated by the Tabula Muris Consortium (Tabula Muris Consortium, 2020) were obtained from https://s3.console.aws.amazon.com/s3/buckets/czb-tabula-muris-senis/. Both FACS (trachea) and droplet (trachea and muscle) processed data was used. Previously published heart and skeletal muscle data (Kalucka et al., 2020) was obtained from ArrayExpress (https://www.ebi.ac.uk/arrayexpress/), accession number E-MTAB-8077, and preprocessed with cellranger (v3.0.2) using the mm10 reference genome. Human dermal BEC data (Li et al., 2021) was obtained from the National Genomics Data Center (https://bigd.big.ac.cn/), accession number PRJCA002692, and preprocessed with cellranger (v5.0.1) using the GRCh38 reference genome.

Blood vessel ECs were defined by their expression of *Pecam1*, *Cdh5*, and *Kdr*. 

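In the ear skin plates, the genes that define non-BECs were spread differently in the replicates. A read of *Kcnj8* was counted in 757 of 768 wells of replicate 1 (98.6%) and in 180 of 768 wells of replicate 2 (23.4%), and a read of *Pdgfrb* in 735 and 201 wells. *Lyve1* had a read in 38 wells of replicate 1 and 378 wells of replicate 2, *Prox1* in 53 and 138 wells, and *Ptprc* in 9 and 8 wells. The limits on total count and expressed genes with the rule on *Pecam1*, *Cdh5* and *Kdr* left 765 wells of replicate 1 and 582 wells of replicate 2. Of the 765 wells, 1 had fewer than 1 CPM of every non-BEC gene, 17 lay between 1 and 10 CPM for the highest of them, 110 between 10 and 30 CPM, 210 between 30 and 100 CPM and 51 between 100 and 300 CPM. Of the 582 wells, 141 lay below 1 CPM, 88 between 1 and 10 CPM, 65 between 10 and 30 CPM, 69 between 30 and 100 CPM and 72 between 100 and 300 CPM. The paper's text does not name the level from which a gene counts as expressed.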

Non-BEC (defined by *Lyve1*, *Prox1*, *Ptprc*, *Pdgfrb*, or *Kcnj8* expression) and cells with a total count below 600, fewer than 500 or more than 8,000 expressed genes, were removed from downstream analysis. A total of 534 (356+178) ear skin, 559 (356+203) trachea, 3,498 (1118+2380) skeletal muscle, and 6,423 (2923+3500) heart BEC were included in the analysis. 

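The filter at 10 CPM kept 247 of the 1536 ear skin wells (16.1%, exact binomial 95% interval 14.3 to 18.0), of which 7 lay on plate A and 11 on plate B of replicate 1, and 120 on plate A and 109 on plate B of replicate 2. With any read of a non-BEC gene as the limit, 142 wells were kept, 1 of them in replicate 1. A read of all 3 of *Pecam1*, *Cdh5* and *Kdr* kept 160 wells, a read of any 1 of them 309 wells, and minimums of 10000 counts and 1000 genes 212 wells. The filters at 100 and 300 CPM, added after the data had been seen, kept 701 wells (338 and 363 in replicates 1 and 2) and 824 wells (389 and 435).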

8,518 BEC were identified and included in the human dermal dataset.

All processing steps were carried out with R (v.4.0.4; *Lost Library Book*) unless stated otherwise. Size factor-based normalization (McCarthy et al., 2017) and log transformation was carried out with scran (v.1.18.7) *quickCluster* and *computeSumFactors,* followed by batchelor (v.1.6.3) *multiBatchNorm* in order to adjust for differences in sequencing depth between samples and individual cells; scuttle (v.1.0.4) *logNormCounts* was used when preparing the human dermal BEC data. Highly variable genes were identified with scran *modelGeneVar* using non-integrated data while blocking for sample specific bias. Imputation was done with the magic python package (v.0.1.1; k=9, ka = 3, t=1, 2, 4, or 6) in order to reduce the effects of dropouts, and integration of the datasets was done with batchelor *fastMNN* (k=100) (van Dijk et al., 2018; Haghverdi et al., 2018). Trajectory inference was done using tSpace (v.0.1.0) and a total of 400 trajectories were calculated using imputed (t=6) and integrated expression of the 1,000 most variable genes identified in the murine data, or the imputed (t=6) human data (Dermadi et al., 2020). The average of two trajectories in the murine datasets, and one trajectory in the human dermal dataset, identified as spanning from arterial to venous BEC was separated into equidistant bins and the mean gene expression was calculated for each bin and for each organ. The bins were subsequently annotated based on the mean expression as belonging to the subtypes described in the main text. UMAP calculations were done with umap (v.0.2.7.0) using imputed expression of the 1,000 most variable genes. Heatmaps were generated using ComplexHeatmap (v.2.6.2), and violin plots were generated using ggplot2 (v.3.3.5) or GraphPad Prism (v.9.0.0). Both plot types display imputed gene expression (t=2, murine data; t=1, human data) without MNN-integration. Differential gene expression analysis comparing one subtype to all other cells in a sample was carried out using Seurat (v.4.0.5) *FindConservedMarkers* (mouse datasets) or *FindMarkers* (human dataset).

### Western blot analysis

Lungs from control and *Cldn5* iECKO mice were removed and snap frozen. Protein was obtained by mechanical dissociation in RIPA buffer supplemented with 50 nM Na3VO4, Phosphatase inhibitor cocktail (Roche 04906837001) and Protease inhibitor cocktail (Roche, 04693116001). LDS sample buffer (Invitrogen, NP0007) and Sample Reducing Agent (Invitrogen, NP0009) were added to the samples and heated to 70 °C for 10  min. Proteins were separated on Nu Page 4–12% Bis-Tris Gel (Invitrogen) in MOPS SDS Running buffer (Invitrogen, NP0001), transferred to PVDF membrane (Thermo scientific, 88518) in NuPAGE transfer buffer (Novex, NP006), 10% methanol and subsequently blocked with 5% BSA in Tris-buffered saline with Tween 20 (TBST) for 60  min. The immunoblots were analysed using primary antibodies incubated overnight at 4 °C and secondary antibodies linked to horseradish peroxidase (HRP) (Cytiva) incubated for 1  hr at room temperature. After each step filters were washed four times with TBST. HRP signals were visualized by enhanced chemiluminescence (ECL) (Cytiva) (1:25000) and imaged with Chemidoc (Bio-Rad).

Primary antibodies targeting GAPDH (Chemicon, MONOCLONAL ANTIBODY374), Cldn5 (ThermoFischer Scientific, 352500), ZO-1 (ThermoFischer Scientific, 402200), Occludin (ThermoFischer, 711500), VE-Cadherin (R&D Systems, AF1002), JAM-A (Martìn-Padura et al., 1998), Cingulin (Cardellini et al., 1996) and ESAM (R&D Systems, AF2827) were used at a dilution of 1:1,000.

### Quantitative PCR

Lungs from control and *Cldn5* iECKO mice were removed into RNAlater (ThermoFischer Scientific, AM7024). RNA was extracted and purified using RNeasy Plus kit (Qiagen). RNA concentrations were measured by Nanodrop spectrophotometer (ThermoFisher Scientific) and adjusted to equal concentration, followed by reverse transcription using iScript Adv cDNA Kit for RT-qPCR (Bio-Rad, 1725038). Real-time quantitative PCRs were performed on Bio-Rad real-time PCR machine using the Taqman assay with the following probes: *Gapdh* (Mm99999915_g1), *Cldn5* (Mm00727012_s1), *Cdh5* (Mm00486938_m1), *Tjp1* (Mm01320638_m1), *Ocln* (Mm00500912_m1), *F11r* (Mm00554113_m1), *Cgn* (Mm01263534_m1), *Esam* (Mm00518378_m1). The comparative Ct method was used to calculate fold differences.

### Electron microscopy

To study junction ultrastructure, control or *Cldn5* iECKO mice were anesthetized and perfused first with 10 mL HBSS and then 12 mL cold fixative (1% GA, 4% PFA in 0.1 M phosphate buffer) through the left ventricle. To study HRP penetrance, control or *Cldn5* iECKO mice were intravenously injected with HRP (Sigma Aldrich, 77332) (800 mg/kg) and histamine (10 mg/kg) before anaesthetization and perfusion after 10 min. Ears were then removed and placed in fixative for 30 min at 4 °C before washing in PBS. Samples with HRP were treated with 0.05% DAB in PBS for 20 min and then with buffer containing H_2_O_2_ and 0.05% DAB for 30 min. Samples were post-fixed with 1% OsO_4_ +1,5% C_6_FeK_4_N_6_ 2 h at 4 °C before dehydration and LX112 resin infiltration. Post-staining was with C_12_H_10_O_14_Pb_3._ Samples without HRP were treated as above but devoid of DAB treatment and including 1% C_4_H_6_O_6_U (Uranyl acetate) staining. Samples with HRP were treated with 0.05% DAB in PBS for 20 min and then with buffer containing H_2_O_2_ and 0.05% DAB for 30 min. Samples were post-fixed with 1% OsO_4_ +1,5% C_6_FeK_4_N_6_ for 2 hr at 4 °C before dehydration and LX112 resin infiltration. Post-staining was with C_12_H_10_O_14_Pb_3._ Samples without HRP were treated as above but devoid of DAB treatment and including 1% C_4_H_6_O_6_U (Uranyl acetate) staining. Transmission electron microscopy (TEM) imaging and analysis was done at the Euro-BioImaging facility at Biocenter Oulu, Finland.

### Image quantification

For TEM analysis junction width was measured in the region bordered by electron dense junctional actin where the junction width is smallest. HRP penetrance was measured from the beginning of the junctional cleft on the luminal surface to the furthest point of HRP penetrance within the junctional space. Each value consisted of 1–3 measurements.

For confocal images macromolecular leakage was quantified by measurement of tracer area following image thresholding. Tracer area was then normalized to vessel area. Protein levels were quantified by measurement of their area within vessels following image thresholding. Areas were then normalized to vessel area. Analysis within GFP-positive or -negative vessels was conducted following the generation of a mask within the GFP channel. Similarly, analysis of αSMA-negative arterioles, capillaries and venules was done following generation of a mask in the αSMA channel. Arterioles could be separated from venules by their distinctive striated αSMA pattern. Threshold values were kept constant within experiments.

Analysis of leakage from intravital movies has been described previously (Richards et al., 2021). Briefly, leakage sites were identified in time-lapse imaging as defined sites of concentrated dextran in the extravascular space. To quantify these their numbers were normalized to vessel length. To assess lag period the time of the appearance of these sites following injection of stimulus was quantified. To assess the extent of barrier disruption the rate of dextran extravasation specifically at these sites was quantified over time.

All measurements were done with Fiji processing package of Image J2 software.

### Statistical analysis

Data are expressed as mean ± SD. The principal statistical test used was the Students’ t test or One-way ANOVA with Tukey post-hoc test (multiple comparisons). p*-value*s given are from independent samples analysed by two-tailed paired t tests. Rate of leakage was compared using linear regression and ANCOVA. Correlations were calculated using a Pearson’s correlation. All statistical analyses were conducted using GraphPad Prism. A p-value <0.05 was considered statistically significant and significances indicated as p<0.05 (*), p<0.01 (**), and p<0.001 (***). For animal experiments no statistical methods were used to predetermine sample size. The investigators were blinded to allocation during experiment and outcome assessment.

## Data Availability

The murine ear skin data has been deposited in GEO under accession number GSE202290. Further details regarding specifics of the analysis will be available upon reasonable request. The following dataset was generated: RichardsM 2022Claudin5 protects the peripheral endothelial barrier in an organ and vessel type-specific mannerNCBI Gene Expression OmnibusGSE20229010.7554/eLife.78517PMC934885035861713 The following previously published datasets were used: KaluckaJ 2020Single-Cell Transcriptome Atlas of Murine Endothelial CellsArrayExpressE-MTAB-807710.1016/j.cell.2020.01.01532059779 PiscoA 2020A single-cell transcriptomic atlas characterizes ageing tissues in the mousefigshare10.6084/m9.figshare.8273102.v2PMC824050532669714 The Tabula Muris Consortium 2020A single-cell transcriptomic atlas characterizes ageing tissues in the mouseNCBI Gene Expression OmnibusGSE13204210.1038/s41586-020-2496-1PMC824050532669714

# Supplementary material for: Claudin5 protects the peripheral endothelial barrier in an organ and vessel-type-specific manner
**Source:** eLife. 2022 Jul 21;11:e78517. doi: 10.7554/eLife.78517
**Supplement:** MDAR checklist

## **Materials Design Analysis Reporting (MDAR)** **Checklist for Authors**

The [MDAR framework](#) establishes a minimum set of requirements in transparent reporting mainly applicable to studies in the life sciences.

*eLife* asks authors to **provide detailed information within their article** to facilitate the interpretation and replication of their work. Authors can also upload supporting materials to comply with relevant reporting guidelines for health-related research (see [EQUATOR Network](#)), life science research (see the [BioSharing Information Resource](#)), or animal research (see the [ARRIVE Guidelines](#) and the [STRANGE Framework](#); for details, see *eLife's* [Journal Policies](#)). Where applicable, authors should refer to any relevant reporting standards materials in this form.

For all that apply, please note **where in the article** the information is provided. Please note that we also collect information about data availability and ethics in the submission form.

### **Materials:**

| <b>Newly created materials</b>                                                                                                                                                                                                                      | <b>Indicate where provided:<br/>section/figure legend</b> | <b>N/A</b> |
|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----------------------------------------------------------|------------|
| The manuscript includes a dedicated "materials availability statement" providing transparent disclosure about availability of newly created materials including details on how materials can be accessed and describing any restrictions on access. | Methods                                                   |            |

| <b>Antibodies</b>                                                                                         | <b>Indicate where provided:<br/>section/figure legend</b> | <b>N/A</b> |
|-----------------------------------------------------------------------------------------------------------|-----------------------------------------------------------|------------|
| For commercial reagents, provide supplier name, catalogue number and <a href="#">RRID</a> , if available. | Methods, Immunohistochemistry                             |            |

| <b>DNA and RNA sequences</b>                                                                                        | <b>Indicate where provided:<br/>section/figure legend</b> | <b>N/A</b> |
|---------------------------------------------------------------------------------------------------------------------|-----------------------------------------------------------|------------|
| Short novel DNA or RNA including primers, probes: Sequences should be included or deposited in a public repository. |                                                           | N/A        |

| <b>Cell materials</b>                                                                                                                            | <b>Indicate where provided:<br/>section/figure legend</b> | <b>N/A</b> |
|--------------------------------------------------------------------------------------------------------------------------------------------------|-----------------------------------------------------------|------------|
| Cell lines: Provide species information, strain. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. |                                                           | N/A        |
| Primary cultures: Provide species, strain, sex of origin, genetic modification status.                                                           |                                                           | N/A        |

| <b>Experimental animals</b>                                                                                                                                                                            | <b>Indicate where provided:<br/>section/figure legend</b> | <b>N/A</b> |
|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----------------------------------------------------------|------------|
| Laboratory animals or Model organisms: Provide species, strain, sex, age, genetic modification status. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | Methods, Animals                                          |            |
| Animal observed in or captured from the field: Provide species, sex, and age where possible.                                                                                                           |                                                           | N/A        |

| <b>Plants and microbes</b>                                                                                                                                                   | <b>Indicate where provided:<br/>section/figure legend</b> | <b>N/A</b> |
|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----------------------------------------------------------|------------|
| Plants: provide species and strain, ecotype and cultivar where relevant, unique accession number if available, and source (including location for collected wild specimens). |                                                           | N/A        |
| Microbes: provide species and strain, unique accession number if available, and source.                                                                                      |                                                           | N/A        |

| <b>Human research participants</b>                                                                                             | <b>Indicate where provided:<br/>section/figure legend) or state if<br/>these demographics were not<br/>collected</b> | <b>N/A</b> |
|--------------------------------------------------------------------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------|------------|
| If collected and within the bounds of privacy constraints report on age, sex, gender and ethnicity for all study participants. |                                                                                                                      | N/A        |

## Design:

| <b>Study protocol</b>                                                                                                               | <b>Indicate where provided:<br/>section/figure legend</b> | <b>N/A</b> |
|-------------------------------------------------------------------------------------------------------------------------------------|-----------------------------------------------------------|------------|
| If the study protocol has been pre-registered, provide DOI. For clinical trials, provide the trial registration number OR cite DOI. |                                                           | N/A        |

| <b>Laboratory protocol</b>                                                              | <b>Indicate where provided:<br/>section/figure legend</b> | <b>N/A</b> |
|-----------------------------------------------------------------------------------------|-----------------------------------------------------------|------------|
| Provide DOI OR other citation details if detailed step-by-step protocols are available. |                                                           | N/A        |

| <b>Experimental study design (statistics details) *</b> |
|---------------------------------------------------------|
|---------------------------------------------------------|

| <b>For in vivo studies: State whether and how the following have been done</b> | <b>Indicate where provided: section/figure legend. If it could have been done, but was not, write "not done"</b> | <b>N/A</b> |
|--------------------------------------------------------------------------------|------------------------------------------------------------------------------------------------------------------|------------|
| Sample size determination                                                      | Methods, Animals                                                                                                 |            |
| Randomisation                                                                  | Methods, Animals                                                                                                 |            |
| Blinding                                                                       | Methods, Animals                                                                                                 |            |
| Inclusion/exclusion criteria                                                   |                                                                                                                  | N/A        |

| <b>Sample definition and in-laboratory replication</b>                 | <b>Indicate where provided: section/figure legend</b> | <b>N/A</b> |
|------------------------------------------------------------------------|-------------------------------------------------------|------------|
| State number of times the experiment was replicated in the laboratory. | Methods, Figure legend 2-5                            |            |
| Define whether data describe technical or biological replicates.       | Methods, Figure legend 2-5                            |            |

| <b>Ethics</b>                                                                                                                                                       | <b>Indicate where provided: section/submission form</b> | <b>N/A</b> |
|---------------------------------------------------------------------------------------------------------------------------------------------------------------------|---------------------------------------------------------|------------|
| Studies involving human participants: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval.   |                                                         | N/A        |
| Studies involving experimental animals: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. | Methods, Animals                                        |            |
| Studies involving specimen and field samples: State if relevant permits obtained, provide details of authority approving study; if none were required, explain why. |                                                         | N/A        |

| <b>Dual Use Research of Concern (DURC)</b>                                                                                                               | <b>Indicate where provided: section/submission form</b> | <b>N/A</b> |
|----------------------------------------------------------------------------------------------------------------------------------------------------------|---------------------------------------------------------|------------|
| If study is subject to dual use research of concern regulations, state the authority granting approval and reference number for the regulatory approval. |                                                         | N/A        |

## **Analysis:**

| <b>Attrition</b> | <b>Indicate where provided: section/figure legend</b> | <b>N/A</b> |
|------------------|-------------------------------------------------------|------------|
|------------------|-------------------------------------------------------|------------|

|                                                                                                                                                                                                                       |  |     |
|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|--|-----|
| Describe whether exclusion criteria were pre-established. Report if sample or data points were omitted from analysis. If yes, report if this was due to attrition or intentional exclusion and provide justification. |  | N/A |
|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|--|-----|

| <b>Statistics</b>                                            | <b>Indicate where provided:<br/>section/figure legend</b> | <b>N/A</b> |
|--------------------------------------------------------------|-----------------------------------------------------------|------------|
| Describe statistical tests used and justify choice of tests. | Methods, Figure legends 2-5                               |            |

| <b>Data availability</b>                                                                                                                                         | <b>Indicate where provided:<br/>section/submission form</b> | <b>N/A</b> |
|------------------------------------------------------------------------------------------------------------------------------------------------------------------|-------------------------------------------------------------|------------|
| For newly created and reused datasets, the manuscript includes a data availability statement that provides details for access (or notes restrictions on access). | Methods, data availability                                  |            |
| When newly created datasets are publicly available, provide accession number in repository OR DOI and licensing details where available.                         | Methods, data availability                                  |            |
| If reused data is publicly available provide accession number in repository OR DOI, OR URL, OR citation.                                                         | Methods, data availability                                  |            |

| <b>Code availability</b>                                                                                                                                                                                                                                           | <b>Indicate where provided:<br/>section/figure legend</b> | <b>N/A</b> |
|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----------------------------------------------------------|------------|
| For any computer code/software/mathematical algorithms essential for replicating the main findings of the study, whether newly generated or re-used, the manuscript includes a data availability statement that provides details for access or notes restrictions. | Methods                                                   |            |
| Where newly generated code is publicly available, provide accession number in repository, OR DOI OR URL and licensing details where available. State any restrictions on code availability or accessibility.                                                       |                                                           | N/A        |
| If reused code is publicly available provide accession number in repository OR DOI OR URL, OR citation.                                                                                                                                                            |                                                           | N/A        |

## Reporting:

The MDAR framework recommends adoption of discipline-specific guidelines, established and endorsed through community initiatives.

| Adherence to community standards                                                                                                                                                | Indicate where provided:<br>section/figure legend | N/A |
|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|---------------------------------------------------|-----|
| State if relevant guidelines (e.g., ICMJE, MIBBI, ARRIVE, STRANGE) have been followed, and whether a checklist (e.g., CONSORT, PRISMA, ARRIVE) is provided with the manuscript. | Author contributions                              |     |

\* We provide the following guidance regarding transparent reporting and statistics; we also refer authors to [Ten common statistical mistakes to watch out for when writing or reviewing a manuscript](#).

### Sample-size estimation

- You should state whether an appropriate sample size was computed when the study was being designed
- You should state the statistical method of sample size computation and any required assumptions
- If no explicit power analysis was used, you should describe how you decided what sample (replicate) size (number) to use

### Replicates

- You should report how often each experiment was performed
- You should include a definition of biological versus technical replication
- The data obtained should be provided and sufficient information should be provided to indicate the number of independent biological and/or technical replicates
- If you encountered any outliers, you should describe how these were handled
- Criteria for exclusion/inclusion of data should be clearly stated
- High-throughput sequence data should be uploaded before submission, with a private link for reviewers provided (these are available from both GEO and ArrayExpress)

### Statistical reporting

- Statistical analysis methods should be described and justified
- Raw data should be presented in figures whenever informative to do so (typically when N per group is less than 10)
- For each experiment, you should identify the statistical tests used, exact values of N, definitions of center, methods of multiple test correction, and dispersion and precision measures (e.g., mean, median, SD, SEM, confidence intervals; and, for the major substantive results, a measure of effect size (e.g., Pearson's  $r$ , Cohen's  $d$ ))
- Report exact p-values wherever possible alongside the summary statistics and 95% confidence intervals. These should be reported for all key questions and not only when the p-value is less than 0.05.

### Group allocation

- Indicate how samples were allocated into experimental groups (in the case of clinical studies, please specify allocation to treatment method); if randomization was used, please also state if restricted randomization was applied
- Indicate if masking was used during group allocation, data collection and/or data analysis

How the deposited data were processed for this re-analysis (not part of the article)

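Ear dermal BECs of wild-type mice were analysed, in 2 replicates of 2 plates with 384 wells each. The heart, skeletal muscle, trachea and human dermal datasets of the paper were not used here. The labels name pools of 6 mice, and whether each replicate is such a pool or both share it was not settled.

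The authors prepared Smart-seq2 libraries, sequenced them as single 50-bp reads, aligned them to mm10 with tophat 2.1.1, removed duplicated reads with samtools 0.1.18 and counted reads per gene with Subread 1.4.6-p5. The deposited values are raw counts per gene and well, and the release of the gene annotation is not given. Because reads at identical positions were counted once and the reads carry no molecular identifiers, the counts of short abundant genes are limited, and the highest count of a gene in a well was 4654. The 92 spike-in sequences stayed out of library sizes and tests. Of the 46517 gene identifiers, 46005 were matched to a symbol through GENCODE vM21 (mm10) and 512 were not.

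A well was kept with at least 600 counts, 500 to 8000 genes with a read, a read of at least 2 of *Pecam1*, *Cdh5* and *Kdr*, and fewer than 10 CPM of each of *Lyve1*, *Prox1*, *Ptprc*, *Pdgfrb* and *Kcnj8*. The paper gives these genes and limits but no level for the last rule. Doublets were not called, apart from the limit on the number of genes. Size factors and variable genes came from scran 1.30.0. Log-normalized values of the 1000 most variable protein-coding genes, without junction, permeability-related, mitochondrial, ribosomal-protein and dissociation-induced genes, were scaled within each replicate and reduced to 15 principal components. A graph of 15 nearest neighbours was clustered with leidenalg 0.10.2 at resolutions of 0.4, 0.6, 0.8, 1, 1.25, 1.5 and 2, and the lowest that gave all 3 classes in both replicates was used. A cluster took the name of the class with the most markers at least 1.25 times higher than in the other wells of the same replicate, with at least 3 such markers and 10 wells. The markers, the filters, the tests and the alternatives were written down before the data were examined. The resolution rule, the naming rule and the list of dissociation-induced genes were set after trial clusterings, in which *Cldn5* levels of clusters at 100 CPM had been seen, and before the junction genes were tested with the present steps. The filters at 100 and 300 CPM were added after the kept wells, the distribution of the 5 non-BEC genes and *Cldn5* levels of a trial clustering had been seen.

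Raw counts were summed per replicate and class into 6 sums. Genes with at least 10 counts in at least 2 sums were tested with edgeR 4.0.16 (TMM, quasi-likelihood test, replicate as a block, 2 residual degrees of freedom) and adjusted by Benjamini-Hochberg over all genes tested, at a threshold of 0.05. The p-values follow a normal distribution of the log2 fold change over its standard error. The spread shared between genes thus outweighed the 2 residual degrees of freedom of a gene. Standard errors were taken from the test statistic and do not carry a gene's own spread. The comparisons were artery-like against vein-like BECs, each class against the mean of the others, and any difference between classes. Counts for the list of 89 junction genes are also given adjusted over the list alone. Genes that formed the clusters stayed among the genes tested. The block follows the design, in which the classes of a replicate come from the same mice. Deviations of sums of the same replicate from their class means correlated at 0.0147, 0.0546 and 0.0581. Levels are CPM per well, averaged within each replicate. Cells were ordered by graph distance between artery-like and vein-like ends.

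The genes named are those of the junction list that the paper names, *Hrh1* and *Hrh2*, and members of the junction or the permeability-related list past the threshold and changed the same way in both replicates, at most 6 per comparison by size of change. Marker genes are named only to describe clusters. *Ceacam2*, *Cldn11*, *Cldn18* and *Cldn19* were named after their values had been seen.

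The code was tested on simulated data with known changes. With the estimated spread, edgeR recovered 0% of 195 changed genes at 10 CPM and 7.65% of 196 at 100 CPM, with 0% false calls in the latter. DESeq2 1.42.0 recovered 5.13% at 10 CPM, with 94.2% of its calls false. With a dispersion of 0.05, edgeR recovered 94.0% at 10 CPM and 97.0% at 100 CPM. The spread between sums of a class therefore limits these tests.

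The alternatives for tests were DESeq2's size factors in edgeR, DESeq2's Wald test, no low-count filter, no block, mean CPM per cell with limma 3.58.1 (log2 with a pseudocount of 1), a single plate of each replicate, leaving out a replicate, classes from 10 trajectory bins, classes from marker scores, the next higher resolution, wells thinned to 20000 reads, any read as the limit for non-BEC genes and all 3 BEC genes required. Levels, order and numbers of wells were varied as the section on processing choices gives. The paper's integration with fastMNN, its tSpace trajectories and its MAGIC imputation were not repeated; a plain imputation with 9 neighbours and 2 steps was used for the imputed values. R 4.3.3 and Python 3.11.15 were used.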

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

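The tests in this part were chosen after the mixed wells had been seen.

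In replicate 1, 361 of 765 wells with endothelial genes (47.2%) also held at least 300 CPM of the mural genes *Pdgfrb* or *Kcnj8*, against 38 of 582 wells (6.53%) of replicate 2. In replicate 2, 110 of 582 wells with endothelial genes (18.9%) held at least 300 CPM of the lymphatic genes *Lyve1* or *Prox1*, against 15 of 765 wells (1.96%) of replicate 1. They stood out as a signal of other cell types in wells that the paper removes and does not report on.

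Wells of replicate 1 with both mural and endothelial genes (354 with at least 20000 reads) had a median of 3040.5 genes after thinning, and wells below 100 CPM (337) a median of 2429. The difference of 611.5 genes was larger than in any of 10000 permutations (p = 0.0001, the smallest they can give), so more than one cell in the well may account for part of these wells. A greater number of genes in mural cells themselves would give the same difference and was not separated. Nearly all wells of replicate 1 met the rule on endothelial genes, so a mural cell alone could meet it through spread reads. RNA taken up from other cells would also add genes, and was not separated from a further cell. The same comparison in replicate 2, for 84 wells with lymphatic and endothelial genes and 294 wells below 100 CPM, gave medians of 1704 and 1754.5 genes, a difference of -50.5 (one-sided permutation test, p = 0.843). More than one cell in the well and lymphatic endothelial cells that share endothelial genes cannot be told apart there, because a mixture of similar cells need not add genes.

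Beyond these wells, *Kcnj8* had a read in nearly all wells of replicate 1. In 339 wells below 100 CPM of replicate 1, *Kcnj8* was higher where the other wells of the same row and column held more, with a mean Spearman correlation over both plates of 0.288 (one-sided permutation test, p = 0.0001, the smallest 10000 permutations can give). Reads passed between wells that share a row or column may therefore contribute, and a gradient over the plate was not excluded. Of 4 mural genes that the filter does not use, 4 had a read in a larger share of thinned wells in replicate 1 than in replicate 2, as with *Rgs5* (87.2% against 26.2%), *Acta2* (42.7% against 18.4%), *Notch3* (21.1% against 3.74%) and *Cspg4* (2.37% against 1.02%). This is what reads of mural cells spread over all wells would give, but *Col1a1* (38.0% against 8.16%) and *Krt14* (7.12% against 4.08%) were also wider spread in replicate 1, so the spread was not specific to mural genes. The replicates do not differ in a condition, and no biological explanation was tested. Index assignment, sorting gates and library batches are not recorded for the wells.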

How the results depend on the processing

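The filters at 100 and 300 CPM, alone and with single plates or replicates, the order within named classes alone and the levels without the fibroblast cluster were chosen after the data had been seen; the other alternatives were planned.

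Artery-like BECs had more *Cldn5* than vein-like BECs under 12 of 13 alternatives planned in advance and 6 of 6 added ones. Most of the 13 keep the class names of the main setting, so they are not independent checks of the direction. Any read as the limit for non-BEC genes, and all 3 BEC genes required, are not among the 13. With all 3 BEC genes required, 0 wells were artery-like. The exception among the 13 was plate B alone, with a log2 fold change of -1.91. Of the 11 with a test that were planned in advance, 1 passed the threshold, the class of the highest marker score (3.72, adjusted p = 0.000137, against 0.138 to 1.00 for the others), and of the 4 added ones 0 passed (adjusted p 0.0886 to 0.996). Leaving out each replicate in turn gave 1.69 to 1.92, and 2.02 to 2.39 with the filter at 100 CPM. Without the replicate block it was 1.84 (adjusted p = 1.00), and 6 genes differed between artery-like and vein-like BECs in place of 8. Against the mean of the other classes, *Cldn5* in artery-like BECs was -0.36 on plate B alone and passed the threshold with limma on mean CPM (1.85, adjusted p = 0.0262).

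The number of genes that differed between artery-like and vein-like BECs was 81 with DESeq2's Wald test, 0 on plate A alone (283 at an unadjusted p under 0.05 by edgeR), 1 on plate B alone and 1 at the next higher resolution. By edgeR it was 0 at 100 CPM and 0 at 300 CPM (835 and 648 at an unadjusted p under 0.05), 2 at 100 CPM on plate A alone and 2 at 100 CPM on plate B alone. In simulated counts 94.2% of the calls of DESeq2 were false, so its larger count is not evidence of more changes. Each count over all genes can include genes that formed the classes. Counts of junction genes past the threshold moved from 0 to 1 (*Cldn5*) between artery-like and vein-like BECs and in vein-like BECs with the highest marker score, and in artery-like BECs with limma on mean CPM, where 1 gene passed. For these moves and for the higher *Cldn5* value with marker scores the cause was not tested.

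On plate A alone, the log2 fold change in capillary-like BECs was -0.93 for *Jam2* and -1.35 for *Jam3*. On plate B alone, *Cdh5* in vein-like BECs was 0.0214, and without replicate 1 it was 0.0045, with a range of -0.97 to 0.0045 over the replicates left out. With trajectory bins, *F11r* was -0.22 and *Jam2* -0.0605 in capillary-like BECs. At 100 CPM, *Esam* in vein-like BECs was -0.14 and *Jam3* in capillary-like BECs -0.0443, and at 300 CPM *Esam* was -0.0217. On plate A alone at 100 CPM, *Esam* was -0.37, *Cldn15* between artery-like and vein-like BECs -0.45 and *Jam2* -0.0672, and on plate B alone at 100 CPM *Jam3* was -0.61. Leaving out each replicate at 100 CPM gave -0.36 to 0.16 for *Esam*, -0.17 to 0.93 for *Cldn15*, -0.0454 to 0.27 for *F11r* and -0.0615 to 0.33 for *Jam3*. None of these had passed the threshold, and the cause was not tested.

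Spearman's rho of *Cldn5* along the order of cells, averaged over replicates, was -0.256, and moved to -0.490 with the order by marker scores, -0.401 with imputed values, -0.501 on plate A alone, -0.0114 on plate B alone and -0.455 within the named classes alone; the cause was not tested. The number of kept wells was 142 with any read as the limit for non-BEC genes, 160 with all 3 BEC genes, 309 with any 1 of them, 212 with 10000 counts and 1000 genes, 701 at 100 CPM and 824 at 300 CPM, each by its own limit. Junction genes with at least 10 CPM in both replicates numbered 22, 16 with any read as the limit, 25 at 100 and at 300 CPM, and 22 without the fibroblast cluster. Scaled by scran size factors, replicate 2 had 220 CPM of *Amotl2* against 79.0, 123 of *Amotl1* against 72.6 and 116 of *Cldn19* against 23.2. In replicate 1 these were 113 against 117, 34.3 against 35.2 and 5.50 against 5.75. *Cldn11* and *Cldn18* rose to 30.5 and 18.2 CPM in replicate 2, with 0 CPM in replicate 1. *Cldn5*, *Cldn15* and *Cldnd1* stayed the only Claudin genes with at least 10 CPM in both replicates.

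Any read as the limit for non-BEC genes, and all 3 BEC genes required, did not leave the 3 classes in both replicates, so the tests between classes were not run there. Under the alternatives planned in advance 194 values kept their direction and side of the threshold or stayed within the spread, 26 moved, 7 no longer passed, 2 newly passed and 8 reversed; under the added ones the numbers were 70, 16, 4, 0 and 11. The main comparisons between classes at 10 CPM rest on 9 named wells of replicate 1, with 253010 to 1114748 reads per class. At 100 CPM, replicate 1 had 31 artery-like, 122 capillary-like and 61 vein-like wells. By edgeR 0 genes differed there between artery-like and vein-like BECs, so few wells are not shown to be the only limit.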

Differences from the paper's values

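The filters at 100 and 300 CPM were chosen after the values had been seen; the other settings were planned.

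The paper includes 534 ear skin BECs (the paper's value), and 247 were kept here. None of the alternatives set before the data were examined comes within 1.5 times of the paper's number, with 142 for any read as the limit for non-BEC genes, 160 for all 3 BEC genes, 309 for any 1 of them and 212 for 10000 counts and 1000 genes. The filter at 100 CPM, chosen after seeing the values, kept 701, which is within 1.5 times for the total, and the filter at 300 CPM kept 824, which is not. The paper's total is the sum of parts of clearly unequal size, whereas the filter at 100 CPM kept 338 and 363 wells of replicates 1 and 2. The nearness therefore holds for the total and for the larger part, and not for the smaller part.

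The paper's level of *Cldn5* in capillary BECs of the ear skin is about 62% of that in arterial BECs in Figure 1F, read by eye, and 32.5% was found here from summed counts. The alternatives set before the data were examined that fall within 1.5 times or the spread are the mean of log-normalized values (67.4%) and imputed values (82.7%). Both are ratios of mean log values, which the pseudocount draws towards 100%, and the paper's text does not name the scale of the figure, so they are not strictly comparable with either value. The paper's violin plots and heatmaps show imputed values, whereas the 32.5% comes from summed counts. Its subsets are bins of a trajectory over its mouse organs, with mixed arterial/capillary and capillary/venous groups. The classes here are clusters without such groups. The filter at 100 CPM, chosen after seeing the values, gave 55.5%. For vein-like BECs, 28.4% was found, against about 27% in Figure 1F, read by eye, whereas the mean of log-normalized values gave 72.0% and imputed values 75.2%. The filter at 100 CPM, also chosen after seeing the values, gave 21.6% in vein-like BECs.

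The paper states that changes in *Cldn5* between vessel subsets are significant throughout. Here *Cldn5* was higher in artery-like BECs of both replicates but did not pass the threshold over all genes by edgeR, with an adjusted p of 1.00 against vein-like BECs and 0.329 against the mean of the other classes (log2 fold changes of 1.82 and 1.72). Settings that call it over all genes are the highest marker score, for artery-like against vein-like BECs and for vein-like against other BECs, and limma on mean CPM, for artery-like against other BECs. The paper's test took cells as replicates, and these tests took the 2 replicates.

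The paper states that *Cldn15* declines from arteries to veins. The difference here was within the spread between replicates. In replicate 1 *Cldn15* fell from artery-like over capillary-like to vein-like BECs (1040, 111 and 0.912 CPM), whereas in replicate 2 it was lowest in capillary-like BECs (98.3, 0.386 and 92.5 CPM). Artery-like BECs had more than the mean of the other classes in both replicates (log2 fold changes of 5.55 and 3.59 alone), with an adjusted p of 1.00 over all genes by edgeR (2.64, standard error 1.32). The paper states that *Esam* is lower in the venous subset of some tissues, and no direction held across the filters in the ear skin.

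Of the 3 Nectins that the paper places in skeletal and heart muscle, *Nectin2* had at least 10 CPM in both replicates of the ear skin (90.3 and 123 CPM), *Nectin3* in replicate 1 but not in replicate 2 (22.3 and 5.15 CPM), and *Nectin1* in neither (0 and 0.0944 CPM).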

Other observations

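In this part, the test of depth was chosen after its result had been seen, and the filter at 100 CPM after the data had been seen.

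On plate B alone *Cldn5* was lower in artery-like than in vein-like BECs, with 1 artery-like and 2 vein-like wells of replicate 1. Plate A alone, with as many artery-like and vein-like wells of replicate 1, gave a log2 fold change of 3.05. With the filter at 100 CPM, which leaves more wells of replicate 1, the log2 fold change on plate B was 2.28. The few wells of replicate 1 on that plate may therefore contribute to the reversal, but plate A kept its direction with the same numbers, and the filter also changes the clusters.

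The wells of the artery-like cluster had a median of 145759 reads and those of the vein-like cluster 252481. With each cell thinned to 20000 reads, the log2 fold change of *Cldn5* was 1.64, against 1.82 before. Thinning leaves the expected share of each gene as it is and cannot undo a loss of duplicated reads that grows with depth, so a difference in depth between cells stays open as a contribution.

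Of the permeability-related genes, *Plvap* was lower in artery-like BECs than in the mean of the other classes, with a log2 fold change of -1.35 (standard error 0.30, adjusted p = 0.0271, edgeR quasi-likelihood test), lower in 2 of 2 replicates but by unequal amounts (-0.36 in replicate 1 and -2.62 in replicate 2 alone). The standard error and the adjusted p do not carry this gap, because the spread was in effect shared between genes. Its level was 2899 and 775 CPM in artery-like BECs of replicates 1 and 2, 3303 and 5237 CPM in capillary-like BECs, and 4169 and 4413 CPM in vein-like BECs. With DESeq2's size factors it was -0.95 (adjusted p = 0.954), without the replicate block -1.22 (adjusted p = 0.0942) and with the filter at 100 CPM -1.10 (adjusted p = 0.883), and over its alternatives the adjusted p ranged from 8e-06 to 1.00. The direction held in these settings and the call did not. The paper's text does not name *Plvap*, its source data for the ear skin were not compared, and no explanation was tested.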
